# Evaluation of Treatment Effect of Sirolimus on Pediatric Pulmonary Vein Stenosis Using a Neonatal Rat Model

**DOI:** 10.1016/j.jacbts.2025.01.010

**Published:** 2025-04-02

**Authors:** Debao Li, Yingying Xiao, Peisen Ruan, Zunmin Wan, Yuqing Hu, Sijuan Sun, Zheng Wang, Sixie Zheng, Yi Yan, Hao Chen, Hao Zhang, Chun Shen, Qi Sun, Lincai Ye

**Keywords:** congenital heart disease, pediatric, pulmonary hypertension, pulmonary vein stenosis, right ventricle, sirolimus

## Abstract

A modified neonatal rat model of pulmonary vein stenosis (PVS) via bilateral pulmonary vein banding was introduced for the first time, providing a platform for understanding the pathophysiology of PVS and developing treatments. In addition, using this model, the mTOR inhibitor sirolimus was evaluated as a treatment for PVS and exhibited significant therapeutic effects, indicating the need for accelerated ethics approval in clinical settings where sirolimus is not yet in use.

## Highlights

• Bilateral PV banding with a larger but stenosed PV lumen produces similar pathophysiological alterations to those seen in pediatric PVS.
• Sirolimus has a good treatment effect on PVS, indicating a need for accelerated ethics approval in communities where sirolimus is not yet in use.
• This article provides a reader-friendly PVS model construction protocol with schematic diagrams and a surgical video.

Pulmonary vein (PV) stenosis (PVS) is 1 of the most difficult clinical challenges in the field of pediatric congenital heart diseases that usually leads to secondary pulmonary hypertension and right ventricle (RV) failure.^1^^,^^2^ Within 2 years of diagnosis, the mortality rate of treatment-naive pediatric PVS patients is as high as 60%.^1^^,^^2^ Importantly, the treatment of pediatric PVS is extremely challenging due to the following 2 most important characteristics of PVS: 1) extensive hyperplasia of PV intima, extending from upstream veins to downstream veins; and 2) extremely high recurrence of stenosis after surgical or stent correction, which happens even in the originally normal and unaffected PVs.^1^^,^^2^ These 2 characteristics of PVS have made the search for effective treatments of PVS challenging for over half a century.^1^^,^^2^

Recently, in a clinical trial, the mammalian target of rapamycin (mTOR) inhibitor sirolimus has been shown to increase the survival rate of children with PVS.^1^^,^^2^ However, this clinical trial was limited by its single-center design and small sample size (only 15 patients treated with sirolimus), and the number of repeated stent placements in the sirolimus group was much higher than that in the placebo group, making the clinical promising results of sirolimus controversial.^1^^,^^2^ In addition, the selected patients in the clinical trial had severe PVS. Therefore, it is urgent to test the treatment effects of sirolimus on a small-animal model to provide support for further clinical research and its broader use in PVS treatment.

Diseased animal models play an extremely important role in preclinical research.^3^ Previously, we reported the world's first neonatal rat PVS model.^4^ Specifically, we used unilateral PV banding to construct the model.^4^ However, approximately 30% of the neonates developed PV occlusion, resulting in the formation of collateral circulation (Supplemental Figure S1). In the current study, we modified the model by bilateral PV banding (BPVB) with a larger but stenosed PV lumen, which produced stable PV stenosis, with <10% of rats developing collateral circulation. Using this model, we then evaluated the treatment effect of sirolimus on pediatric PVS.

## Materials and methods

### Rats

We used Sprague-Dawley pups bred in our laboratory for this study. The room was maintained with a 12-h/12-h day/night cycle at a temperature of 21 to 23 °C. All the procedures in this study conformed to the principles outlined in the Declaration of Helsinki and were approved by the Animal Welfare and Human Studies Committee at Shanghai Children’s Medical Center (institutional review board approval no. SCMCIRB-Y2020094).

### Experimental design

The neonatal BPVB surgery comprised the following 3 steps: preoperative preparation, BPVB surgery, and postoperative care. There were 2 experiments. The first was to evaluate the BPVB model, which included 30 rats (15 rats per group). The second was to evaluate the treatment effects of sirolimus, which included 120 rats (60 rats per group).

### Preoperative preparation

The preoperative preparation was similar to our previous study.^3^^,^^4^ Briefly, surgical items were prepared in advance, including 28G padding needles with a 0.18-mm inner diameter (previously, we used 30G padding needles with a 0.16-mm diameter), hemostatic gelatin sponges, cotton balls saturated with iodophor disinfectant, 9-0/12-0 thread, and a water-resistant ice bed (Figures 1A to 1D). The padding needle was cut to a suitable size for placement into the small thoracic cavity. The tip of the 12-0 thread needle was ground to a blunt end to prevent pricking of blood vessels. The ice bed was made from a Styrofoam box enclosed in a sterile towel (Figure 1C and 1D). Two parallel rubber ropes were used to immobilize the rats (Figures 1C and 1D). All surgical instruments were sterilized before surgery to reduce the risk of infection. A schematic demonstrating the exposure of the PVs between the left third and fourth ribs (green line) is presented in Figure 1E to help users become familiar with the anatomical structure of the surgical incisions starting the operation.

**Figure 1:**
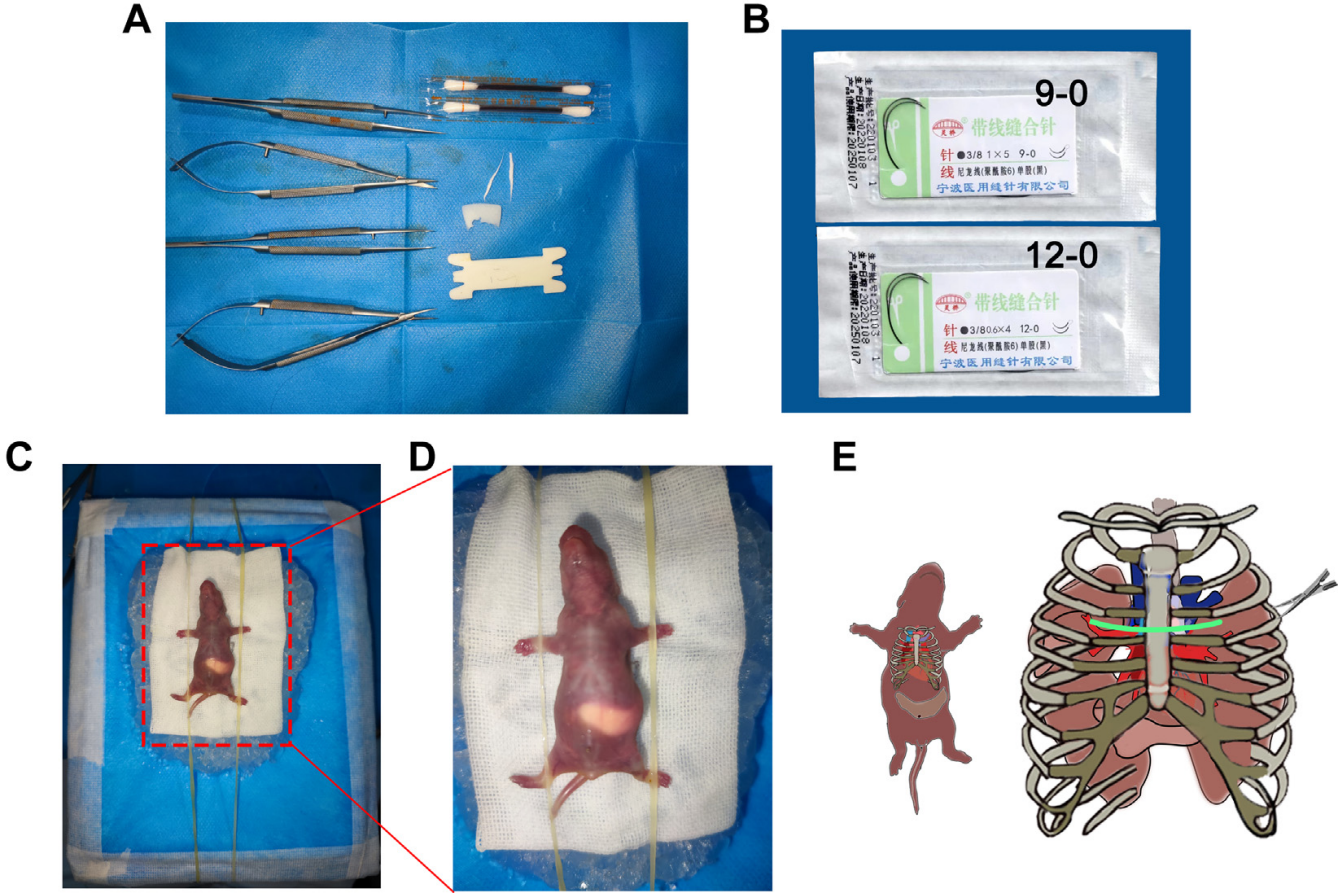
Surgery Setup (A and B) Surgical tools and materials required for neonatal bilateral pulmonary vein banding. (C and D) Neonatal rat immobilized on an ice bed. (E) Schematic exposing pulmonary veins between the left third and fourth ribs (green line) with minimal incision.

### Neonatal BPVB surgery and sham surgery

BPVB surgery (Video 1) was performed on the neonatal rats at postnatal days 1 to 3 (P1 to P3). Neonates were anesthetized by direct ice-cooling for approximately 3 to 5 minutes.^3^^,^^4^ The anesthetized neonates were then transferred to an ice bed and fixed in the supine position. A horizontal 5-mm incision was made along the third intercostal spaces (Figures 1E, 2A, and 2B). The pectoralis major and pectoralis minor muscles were separated and cut with microscissors. A retractor was inserted between the incision and used to pull the rib slightly upward to expose a sufficient operating field. Gelatin sponges were used for hemostasis. The pup’s position and retractor were adjusted to clearly expose the PVs used for banding (Figures 2A to 2D, Supplemental Figure S2).

**Figure 2:**
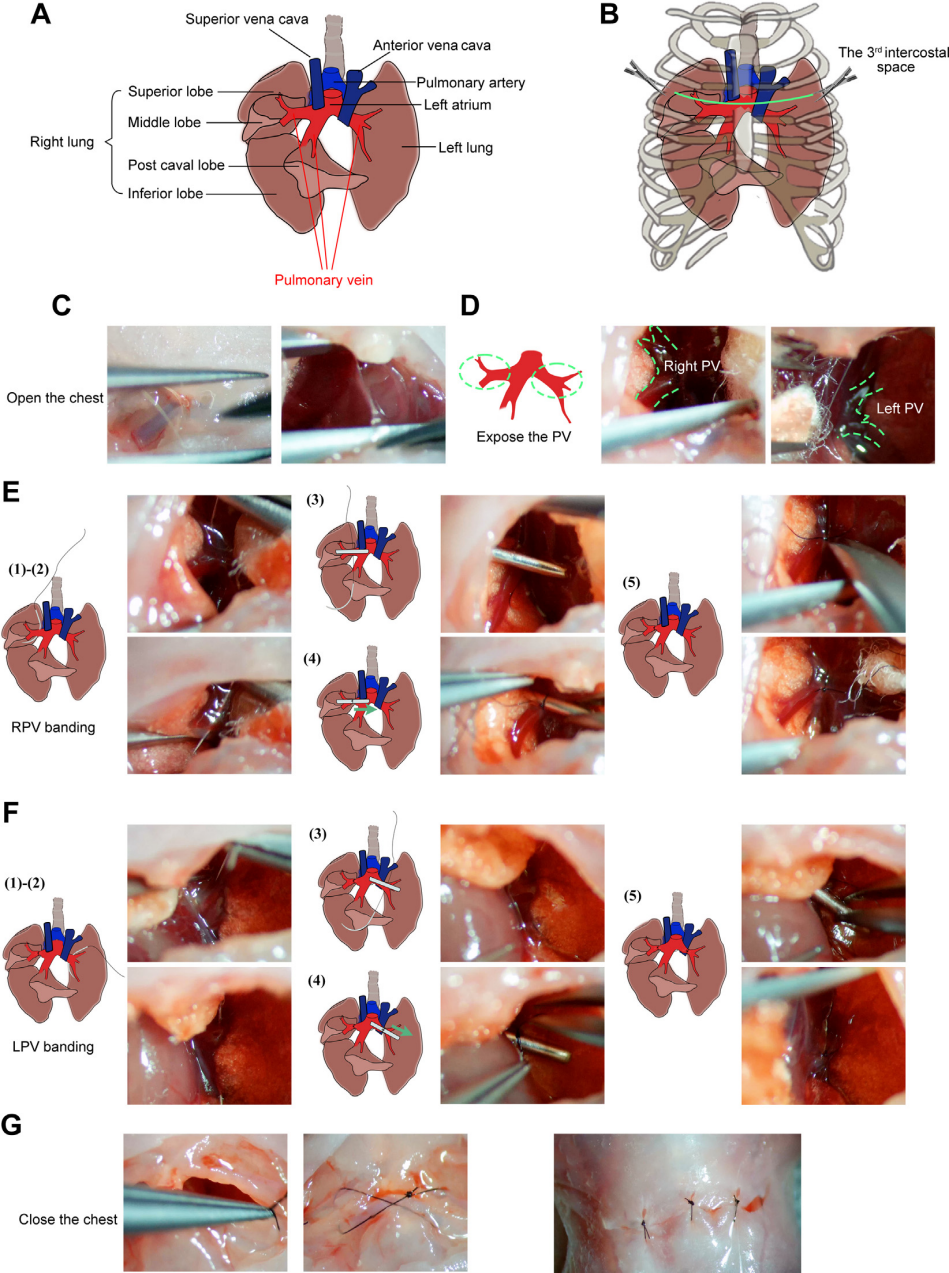
Schematic and Microscopic Views of the Surgical Procedures (A) Schematic diagram of the local anatomical structures around the pulmonary veins (PVs). (B) Schematic diagram of exposed PVs between the left third and fourth ribs (green line) with minimal incision. (C) The sternum was cut, and the chest opened. (D) Exposed left and right PVs. (E) Right PV (RPV) banding: (1) a blunt needle placed beside the RPV; (2) needle passed below the RPV; (3) placement of the 28G padding needle; (4) padding needle ligated with the RPV; and (5) removal of the padding needle and cutting of the end of the sutures. (F) Left PV (LPV) banding: (1) a blunt needle beside the LPV; (2) needle passed below the LPV; (3) placement of the 28G padding needle; (4) padding needle ligated with the LPV; and (5) removal of the padding needle and cutting of the end of the sutures. (G) Layer-by-layer skin closure. Schematic views are shown on the left; microscopic images are shown on the right.

First, we performed right pulmonary vein (RPV) banding surgery (Figure 2E). A 12-0 suture needle was passed through the root of the RPVs connecting the superior and middle lobes (Figure 2E). The needle was held with a needle holder on the opposite side as it was passed through and then gently pulled until the suture thread was completely under the RPV (Figure 2E). The gelatin sponge was removed, the padding needle was placed on the RPV, and the PV and padding needle were ligated with 12-0 thread (Figure 2E). The padding needle was then gently removed using a microholder and a fixed constriction, and a lumen diameter equal to the needle was created (Figure 2E). The end of the sutures was cut (Figure 2E).

Second, we performed left pulmonary vein (LPV) banding (Figure 2F) surgery, which was similar to RPV banding. After RPV and LPV banding, blood was absorbed using cotton swabs, the Gore-Tex patch (Gore Medical) was placed on the gap of the pericardium, the pups were rotated to the transverse position, and the retractor was removed. The chest was then closed layer by layer (Figure 2G). The surgery takes 1 skilled person 15 minutes to complete.

In our evaluation of sirolimus, because the number of neonates was large (120 in total), 4 people operated simultaneously, each responsible for 30 rats. Thus, each person operated for a total of 7.5 h (15 min/rat × 30 neonates = 450 minutes = 7.5 hours). The neonates operated on by the 4 individuals were mixed and then randomly divided into 2 groups at P6 (the BPVB and BPVB + sirolimus groups).

The sham procedure was identical to the BPVB surgery with the exception of the banding step. Specifically, the sham surgery included thoracotomy, pulmonary vein exposure, suture placement and removal, but without banding, and closure of the thoracic cavity.

### Postoperative care

The pups were warmed under a heating lamp set at 40 °C until they could breathe freely (2 to 3 minutes). The pups were then transferred to another heating lamp set at 37 °C until they made natural movements and exhibited red or pink skin (2 to 3 hours).

### Evaluation of sirolimus in the treatment of PVS

Sirolimus (CAS No. 53123-88-9, MCE) or solvent was intraperitoneally injected (1.5 mg/kg/3 days) into the BPVB pups at P7 4 times in accordance with a previous report.^5^ The mortality of each group was recorded blindly from P1 to P30. The rats were sacrificed at P30, and the lungs, hearts, and PVs were harvested for further evaluation.

The effectiveness of the BPVB model was validated by echocardiography, RV pressure, gross anatomical examination, hematoxylin & eosin (H&E) staining, RNA-seq analysis, and immunofluorescence, whereas the effectiveness of sirolimus was evaluated based on gross appearance, RNA-seq analysis, immunohistology, and mortality. All techniques are detailed in the Supplemental Methods. The raw RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus database.^6^

### Statistical analysis

Continuous data are presented in figures using dot plots with the mean ± SD. Differences were tested with Student’s *t*-test if the data were normally distributed; otherwise, they were tested with the Wilcoxon rank sum test. The normality of data distribution was assessed using the Shapiro-Wilk test. Associations between 2 continuous variables were analyzed via Pearson's correlation coefficient analysis, and the log-rank test was used for survival analysis. For RNA-seq analysis, DESeq2 was used to analyze the differentially expressed genes (DEGs), with thresholds set at a q value <0.05 and |log 2(fold change)| >1. Additionally, *P* values <0.05 were considered to indicate statistical significance. Statistical analyses were performed using SAS software version 9.2 (SAS Institute).

## Results

### Neonatal BPVB surgery induces similar pathophysiological alterations to those seen in pediatric PVS

BPVB surgery was typically performed on P1 and validated PVS on P21 (Figures 3A and 3B). Performing BPVB surgery on P3 vs P1 did not result in significant differences in PVS or the death rate. At P21, the BPVB group rats showed significantly higher blood flow velocity at the PV banding sites, lower pulmonary artery acceleration time (indicator of pulmonary arterial hypertension), and higher RV pressure (Figures 3C to 3G) than those of the sham group rats. Consistent with the echocardiography and cardiac catheterization results, RV free-wall thickness significantly increased in the BPVB group (Figures 3H and 3I). The gross anatomical examination and H&E staining assessments showed PV stenosis across the whole PV, including the upstream PV on both sides (Figure 3J). Additionally, pulmonary congestion in the lung lobes corresponded to the banding PVs (Figure 3K). In summary, these results support the successful placement of PV bands with subsequent secondary physiological changes, which include decreased pulmonary artery acceleration time, increased RV pressure and RV free-wall thickness, PV stenosis, and pulmonary congestion, similar to those seen in pediatric PVS.

**Figure 3:**
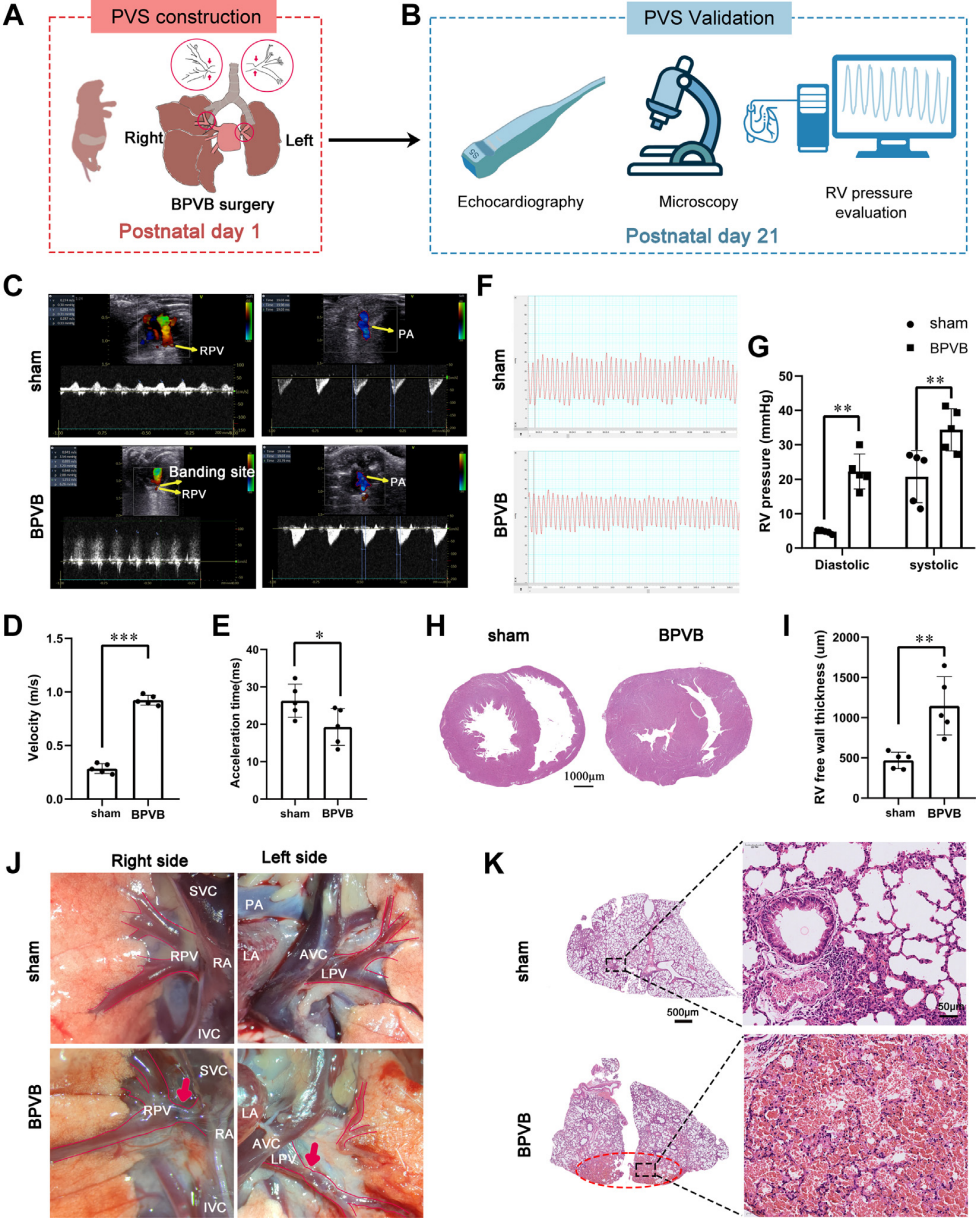
Neonatal BPVB Surgery Induces Pathophysiological Alterations Similar to Those Seen in Pediatric PVS (A and B) Experimental flowchart. (C) Blood flow of PV and pulmonary artery (PA) detected by echocardiography. Yellow arrows indicate the banding site of the right PV; the red dotted line indicates the PA. (D) Quantification of the blood flow velocity across the banding site measured by echocardiography. N = 5 randomly selected rats. (E) Quantification of the PA acceleration time by echocardiography. N = 5 randomly selected rats. (F) Representative plot of right ventricular (RV) pressure in diastolic and systolic periods, and (G) its quantification in the sham and bilateral pulmonary vein banding (BPVB) groups at P21. N = 5 randomly selected rats. (H) Representative hematoxylin & eosin (H&E) staining of the hearts, and (I) the quantification of RV free-wall thickness in the sham and BPVB groups. N = 5 randomly selected rats. (J) Gross appearance of the PVs at postnatal day 21 (P21) after BPVB surgery. The red arrows indicate the stenosis caused by BPVB. (K) Representative H&E staining of the lungs at P21. The red elliptic dotted line indicates the region with pulmonary congestion corresponding to banding PVs. Data are presented as dot plots showing the mean ± SD. Statistical significance was determined using Student’s *t*-test. ∗∗∗*P* < 0.001, ∗∗*P* < 0.01, and ∗*P* < 0.05. AVC = anterior vena cava; LA = left atrium; IVC = inferior vena cava; PVS = pulmonary vein stenosis; RA = right atrium; SVC = superior vena cava; other abbreviations as in Figure 2.

### Neonatal BPVB surgery induces PV intimal thickening

We assessed PV intimal thickening because this is the main characteristic of pediatric PVS.^7^ As shown in Figures 4A to 4D, in the upstream PVs, intimal thickness, collagen fibers, and elastic fibers were all significantly increased in the BPVB group compared with the sham group. Thus, the lumen diameter of PVs was significantly decreased in the BPVB group compared with the sham group (Figure 4E). As shown in Figures 4F and 4G, PV intimal thickening was observed in the lung parenchyma at P21. Immunostaining showed that, in the upstream PVs, the number of myofibroblasts (costained with SMA and vimentin) in intima was significantly higher in the BPVB group than that in the sham group (Figure 4H and 4I). This result suggests that BPVB surgery induces PV intimal thickening, characterized by an increased number of myofibroblasts in the intima.

**Figure 4:**
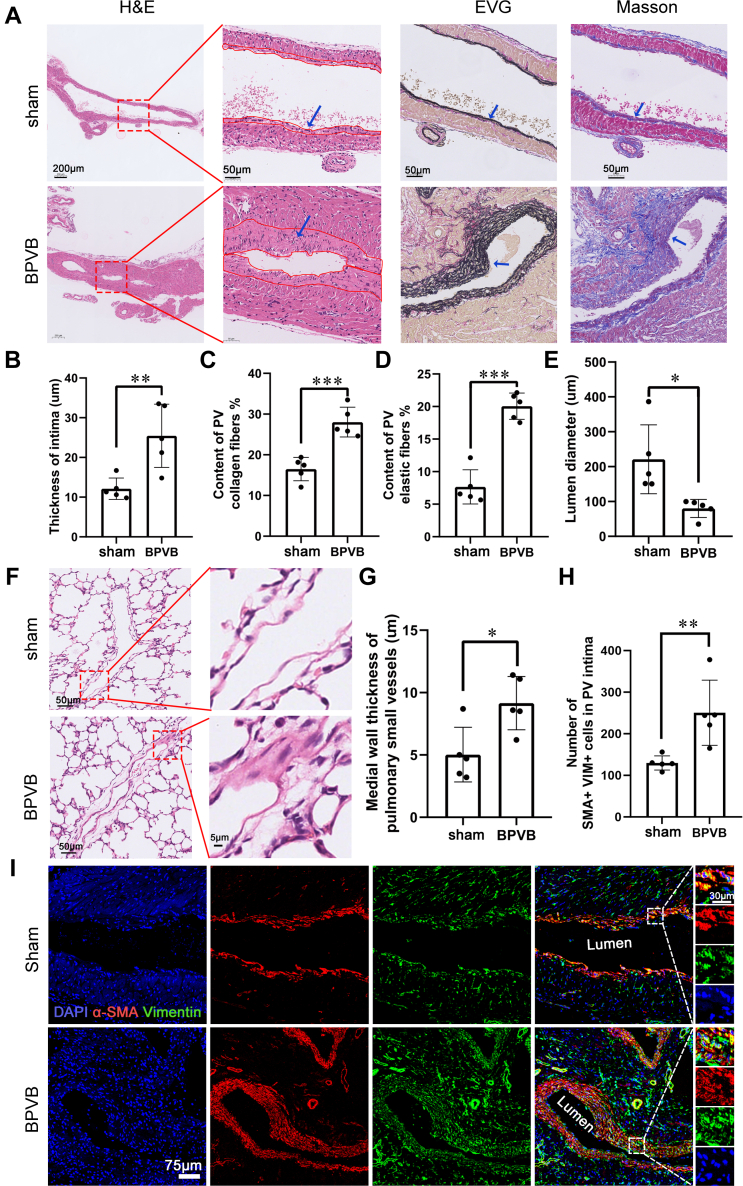
Neonatal BPVB Surgery Induces PV Intimal Thickening (A) Representative H&E, elastin van Gieson (EVG), and Masson staining of upstream PVs in the sham and BPVB groups at P21. The red solid line traces the intima of the PVs. (B) Quantification of the intima thickness. N = 5 randomly selected rats. (C) Quantification of collagen fibers in the intima. N = 5 randomly selected rats. (D) Quantification of elastic fibers in the intima. N = 5 randomly selected rats. (E) Quantification of the PV lumen diameter. N = 5 randomly selected rats. (F) Representative H&E staining of pulmonary small blood vessels in the sham and BPVB groups at P21. (G) Quantification of the medial wall thickness of the pulmonary small blood vessels. N = 5 randomly selected rats. (H) Quantification of the number of myofibroblasts in PV intima per section. N = 5 randomly selected rats. (I) Representative immunostainings of myofibroblasts in the sham and BPVB groups. Cells co-stained with α-smooth muscle actin (α-SMA) (red) and vimentin (green) are myofibroblasts. Most of the α-SMA and vimentin double-positive cells are located in the intima. Data are presented as dot plots showing mean ± SD. Statistical significance was determined using Student’s *t*-test. ∗∗∗*P* < 0.001, ∗∗*P* < 0.01, and ∗*P* < 0.05. Abbreviations as in Figures 2 and 3.

### Molecular characteristics of thickening PVs

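Bulk RNA-seq was performed on the pulmonary veins (PVs) of 3 rats that had undergone bilateral pulmonary vein banding (BPVB) and 3 sham-operated rats. By the sample labels, surgery was performed at postnatal day 1, within the range of days that the paper's methods give, and the PVs of the upper lobe of the right lung were collected at postnatal day 21. The libraries were sequenced as 150 bp paired-end reads. The paper names the VAHTS Universal V6 kit for library construction, whereas the sample labels name the NEBNext Ultra kit. The authors mapped the reads with HISAT, counted them per gene with HTSeq-count and deposited the values as FPKM (fragments scaled by the length of the gene and by the counted fragments of the library) for 17833 genes, with 1 value per gene and rat. The paper's text does not name the genome build, the annotation version or the strand setting.
Within each library the FPKM of a gene were whole multiples of a step set by the gene's length and the library total, so that the fragments behind each value could be recovered. Whole numbers were found for 100.0% of the genes. The recovered library totals were 26686151, 26078189 and 29725808 fragments in the BPVB group (median 26686151) and 23774306, 23439506 and 23821184 in the sham group (median 23774306). The mean total was 1.16 times as high in the BPVB group. The 6 totals add up to 153525144 fragments, or 46.1 G of bases if each is a pair of reads, beside the 20.9 G of data stated by the paper, which does not say whether this counts bases or bytes, or 1 library or all. For genes with few fragments, the recovered number is the smallest that the values allow. It was used for the depth and for the limit of 3 fragments that a count of 0 allows, which covers counting error only.
Expression was tested on log2(FPKM + 0.5) with limma, two-sided, over the 15150 genes with a mean FPKM of at least 0.1. The pseudocount of 0.5 lowers the fold change of genes with low expression. For genes with at least 30 fragments, the variance between the 3 libraries of a group was 5.40 times the mean in the BPVB group and 4.58 times in the sham group, where independent fragments would give a ratio of 1. Over the 6 pairs of libraries of one group, the ratio ranged from 4.47 to 5.9. Each library was kept as a separate sample, since the paper's methods select 3 rats per group for RNA-seq.

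**Figure D1:**
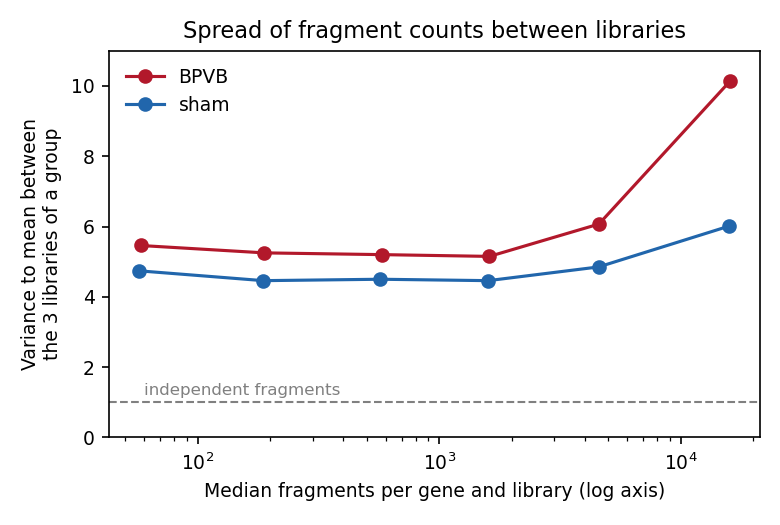
Ratio of variance to mean of the fragment counts between the 3 libraries of a group (vertical axis, no unit) against the median number of fragments per gene and library in 6 ranges of expression (horizontal axis, log scale). Points are the BPVB group (red) and the sham group (blue), and the dashed line is the ratio of independent fragments. The ratio lies between 5.15 and 5.46 in the BPVB group and between 4.46 and 4.74 in the sham group below 3000 fragments, and rises to 10.14 and 6.01 above 10000 fragments.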

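Euclidean distances between the 6 libraries were computed on log2(FPKM + 0.5). The 9 distances between a BPVB and a sham library were 57.9 ± 0.73 (mean ± SD), and ranged from 56.9 to 59.2. The 6 distances between libraries of one group were 31.4 ± 0.79, and ranged from 30.2 to 32.5, so that the intergroup and intragroup distances did not overlap. The mean intergroup distance was 1.84 times the mean intragroup distance. Of the 10 ways to split the 6 libraries into 3 and 3, the division into BPVB and sham gave the largest ratio (exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow), and the largest ratio of the other 9 splits was 0.944. The first principal component held 67.3% of the variance. The filter on low expression moved the ratio most. It was 2.19 over the genes with a mean FPKM of at least 1.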

Bulk RNA-seq demonstrated that the mRNA expression levels of PV intimal thickening induced by BPVB are stable, showing high intergroup differences and high intragroup consistency (Figure 5A). 

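With an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment) and an absolute log2 fold change above 1, 496 differentially expressed genes (DEGs) were found, 340 up-regulated and 156 down-regulated in the BPVB group. In each of the 496 DEGs, the 3 values of one group lay above the 3 values of the other. This held for 45.6% of all tested genes, where chance gives 10%. The count moved most when the threshold on the fold change was dropped, which left 4775 genes, and with a pseudocount of 0.1 it was 901.
Among DEGs with a mean FPKM of at least 1 and no overlap between the groups, the largest rise on log2(FPKM + 0.5) was that of RT1-CE16 (NCBI Gene 414819), a major histocompatibility complex (MHC) class I gene with near-identical copies whose reads the counting could have split. Its FPKM was 157 ± 1.9 (SD, n = 3) in the BPVB group and 0.345 ± 0.29 (SD, n = 3) in the sham group. Its log2 fold change was 7.60 (standard error 0.20, adjusted p = 4.0e-08, limma). The next largest rises were those of Ankrd2 (log2 fold change 3.92), the MHC class II gene RT1-Ba (3.82), Angptl4 (3.70) and Defb4 (3.41).
On the same scale, the largest fall was that of Fam111a (NCBI Gene 499322), from 78.3 ± 2.0 FPKM (SD, n = 3) in the sham group to 3.6 ± 0.18 (SD, n = 3) in the BPVB group. Its log2 fold change was -4.27 (standard error 0.054, adjusted p = 7.2e-10, limma). Dbp (log2 fold change -3.49), Ifit1 (-3.21), Nefl (-3.09) and Cd300lg (-2.72) followed. These 10 genes kept their direction and an adjusted p under 0.05 under all alternatives tried. Those settings do not separate the banding from other differences between the groups. A different MHC haplotype (RT1-CE16 and RT1-Ba), clock phase (Dbp) and amount of nerve tissue (Nefl) stay open. Ifit1 had 0, 5 and 0 fragments in the BPVB libraries, and its log2 fold change was -2.39 with a pseudocount of 1 and -5.17 with a pseudocount of 0.1, where it fell by more than Fam111a (-4.41).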

There were 1,124 DEGs between the 2 groups, 410 with down-regulated expression and 714 with up-regulated expression (Figures 5B and 5C). The enrichment analysis of the DEGs between the BPVB and sham groups demonstrated that the proliferation and extracellular matrix (ECM) gene ontology (GO) terms were among the top 30 enriched terms (Figures 5D to 5F). 

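Of the 496 DEGs, 466 carried a GO term in the deposited annotation. They were compared with the 13940 tested genes that carry a GO term by a hypergeometric test, with Benjamini-Hochberg adjustment over the 6937 terms with at least 5 genes. A total of 104 terms had an adjusted p under 0.05.
The extracellular space term ranked 1 of all terms, with 107 DEGs where 31.1 were expected (3.44-fold, adjusted p = 3.6e-27). The extracellular region term ranked 4 (47 DEGs, 2.83-fold, adjusted p = 1.9e-07). The extracellular matrix term held 16 DEGs among its 217 genes, a 2.21-fold enrichment with an adjusted p of 0.11. This adjusted p was under 0.05 without BPVB replicate 3 (0.016) and without sham replicate 2 (0.033), and ranged from 1.1e-13 with the adjusted p alone as threshold to 1 with the down-regulated DEGs alone. Of the terms on cell division, the centromeric region of the chromosome ranked 30 (10 DEGs, 5.87-fold, adjusted p = 0.0013). Mitotic sister chromatid segregation ranked 41 (7 DEGs, 7.48-fold, adjusted p = 0.0047), and chromosome segregation ranked 88 (9 DEGs, 3.90-fold, adjusted p = 0.036). Cell division ranked 124 (16 DEGs, 2.38-fold, adjusted p = 0.067). The adjusted p of cell division was 0.0032 among the up-regulated DEGs alone and 0.019 without BPVB replicate 3, and ranged from 1.7e-04 to 1 over its alternatives. None of the down-regulated DEGs belonged to these 4 terms.
Of these 7 terms and the external side of the plasma membrane, 6 had an adjusted p under 0.05. This number moved most with the down-regulated DEGs alone, where it was 1. It was 2 with a pseudocount of 1 and 8 with a pseudocount of 0.1. The adjusted p of chromosome segregation was 0.28 without BPVB replicate 1, 0.26 without sham replicate 2 and 0.051 without sham replicate 3, and ranged from 2.1e-05 to 1 over its alternatives. That of mitotic sister chromatid segregation was 0.17 with a pseudocount of 1, 0.099 after quantile normalization and 0.25 with the adjusted p alone as threshold. The centromeric region lost its call in the same settings (0.076 after quantile normalization and 0.37 with the adjusted p alone). For both terms it was at most 0.033 with each library left out.
In a list of 23 proliferation genes fixed beforehand, the median log2 fold change was 1.15 and 19 genes were higher in the BPVB group, each with an adjusted p under 0.05. Adjusted over the list alone, 19 were higher and 1 was lower. As a set, the list was higher with limma's camera (adjusted p = 4.3e-08). The 19 genes act in mitosis for the most part, such as Top2a (log2 fold change 1.47, standard error 0.096). The DNA replication genes Mcm2 (-0.05), Pcna (-0.08) and Mcm5 (-0.17) and the thymidylate synthase gene Tyms (-0.14) were not higher.
In a list of 25 ECM genes, the median was 0.34. A total of 16 genes were higher and 6 lower with an adjusted p under 0.05, both over all genes and adjusted over the list alone (camera, adjusted p = 0.0025). Bgn rose from 504 ± 2.6 to 1060 ± 11 FPKM (SD, n = 3 each), and Spp1 rose the most in the list (log2 fold change 2.62, standard error 0.11). Eln, the elastin gene, had a log2 fold change of 0.65, and the fibrillar collagen genes Col1a1 and Col3a1 rose by 0.36 and 0.21, below the threshold for DEGs. Tnc (-0.76), Fbln2 (-0.56) and Dcn (-0.24) were lower. Both lists also passed the threshold in fry, which estimates the correlation between genes. Unlike camera, fry does not compare a list with the other genes. Of the 19 lists fixed beforehand, 15 passed in fry, so that passing it adds little here.

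**Figure D2:**
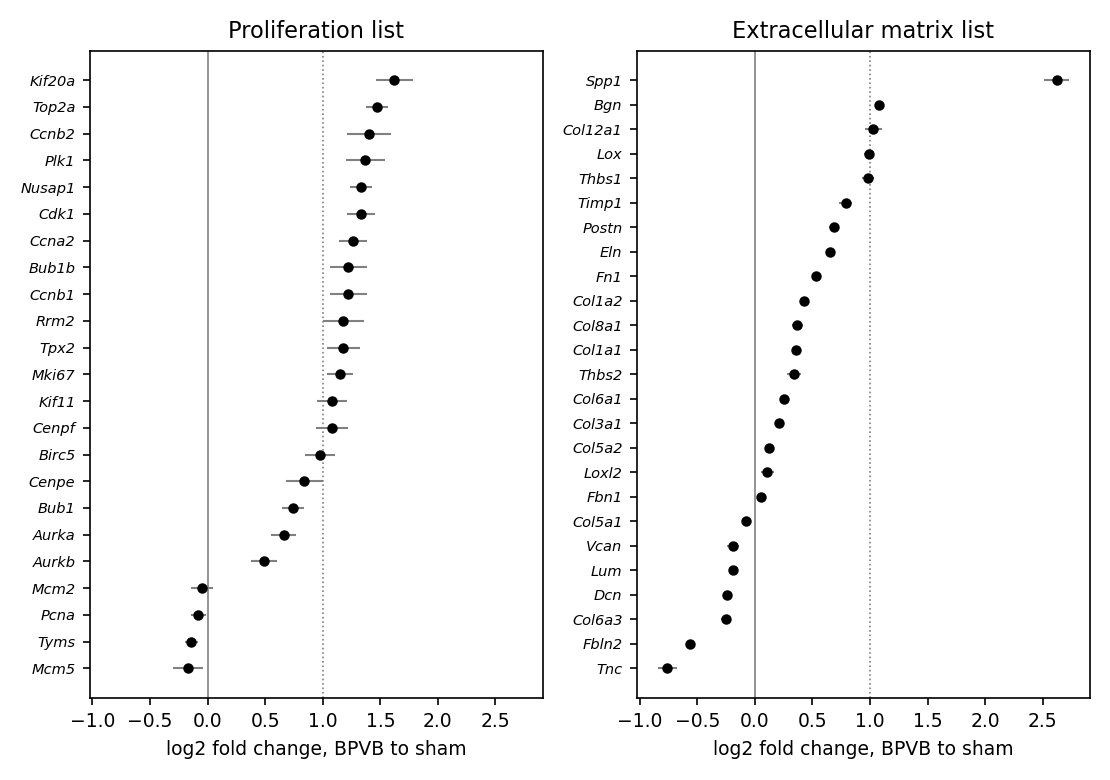
log2 fold change of FPKM + 0.5 between the BPVB and sham groups (horizontal axis) for the 23 genes of the proliferation list and the 25 genes of the ECM list (vertical axis). Points are limma estimates from 3 rats per group, bars are standard errors and the dotted line is the threshold for DEGs at 1. The mitotic genes lie well above 0, 4 genes of the proliferation list lie slightly below it, and the ECM genes range from -0.76 to 2.62.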

The bulk RNA-seq results were further confirmed by the immunostaining results, which showed a significantly higher number of proliferating α-SMA–positive cells (Figures 5G and 5H) and myofibroblasts (Figures 5I and 5J) in the PV intima. These results suggest that PV thickening induced by BPVB is characterized by proliferating myofibroblasts, consistent with the findings of a large clinical pathological study.^7^ 

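In the bulk RNA-seq data, which came from other rats than the stained sections, Mki67 (NCBI Gene 291234), which encodes the Ki67 protein stained in Figures 5G and 5H, had an FPKM of 4.54 ± 0.26 (SD, n = 3) in the BPVB group and 1.78 ± 0.21 (SD, n = 3) in the sham group. Its log2 fold change was 1.15 (standard error 0.11, adjusted p = 7.2e-05, limma), and it rose in 3 of 3 BPVB libraries against all sham libraries. Acta2 (NCBI Gene 81633), which encodes α-SMA, was lower in the BPVB group, with 1480 ± 9.5 FPKM (SD, n = 3) against 1680 ± 21 (SD, n = 3). This log2 fold change of -0.18 (standard error 0.019) had an adjusted p of 1.3e-04. Vim (NCBI Gene 81818), which encodes vimentin, was higher (log2 fold change 0.34, standard error 0.021, adjusted p = 5.3e-06). These values average over all cells of the vein, including the smooth muscle of the media and the myocardial sleeve, and do not resolve the intima.
In a list of 12 genes of contractile cells and myofibroblasts, 6 were higher and 6 were lower, with a median log2 fold change of 0.09. With an adjusted p under 0.05, 6 were higher and 4 lower, and adjusted over the list alone the counts were also 6 and 4. As a set the list did not pass the threshold in camera (adjusted p = 0.34), and it did in fry (adjusted p = 3.1e-06). Postn was higher (log2 fold change 0.69), as was Ecm1 (0.34). The contractile gene Cnn1 was lower (-0.13), and Tagln (-0.06) and Myl9 (-0.04) lay near 0 and were slightly higher, by 0.02, after quantile normalization. From the GO terms of the DEGs together with the immunostaining, the paper proposes that the thickening of the PVs is characterized by proliferating myofibroblasts.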

Figures 4 and 5 support PV intraluminal proliferation and thickening.

**Figure 5:**
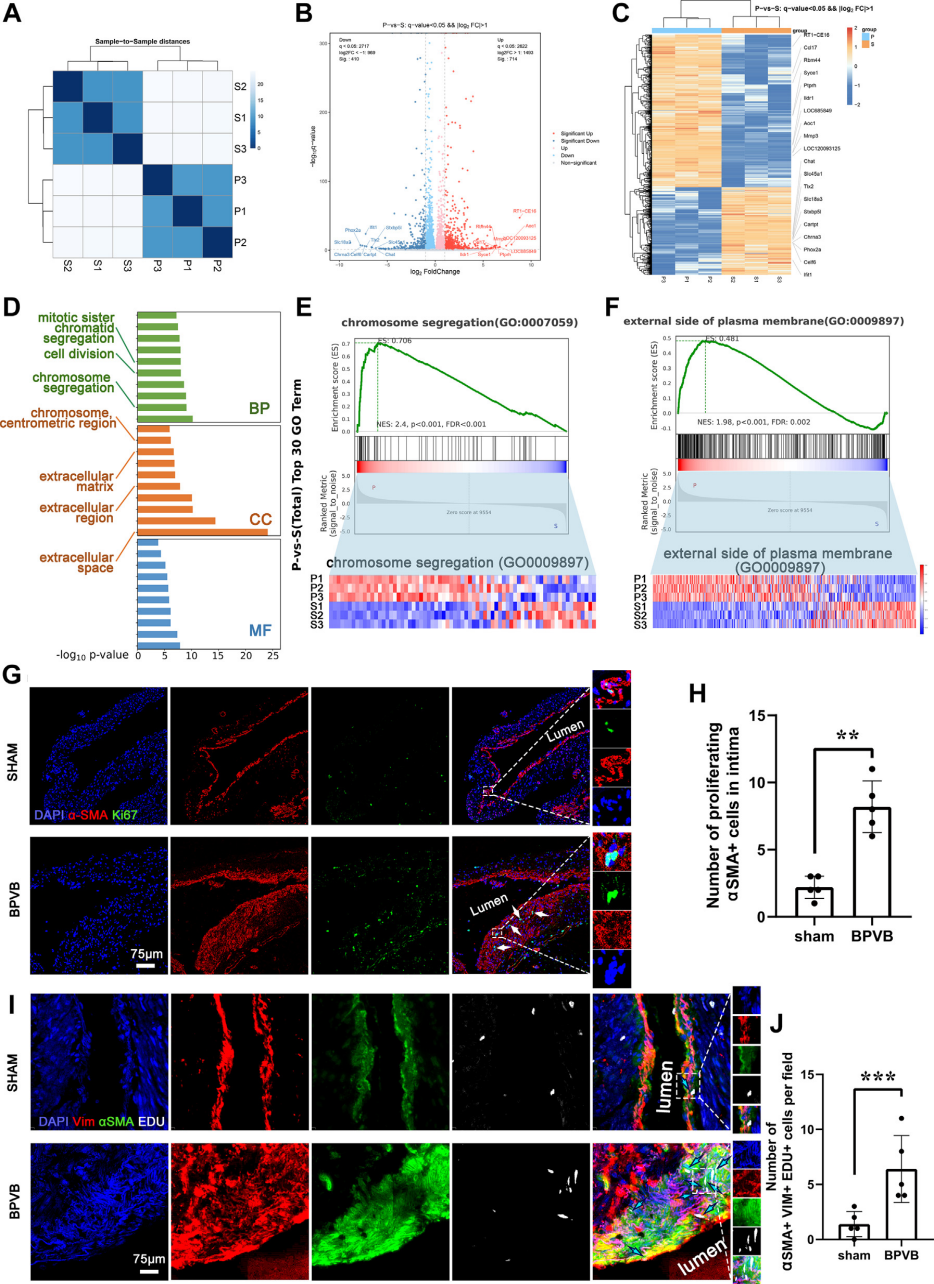
Molecular Characteristics of Thickening PVs (A) Heatmap displaying Euclidean distances between samples based on rlog-transformed data. (B) Volcanic plot of differentially expressed genes (DEGs). (C) Cluster heatmap of DEGs. (D) Top 30 Gene Ontology (GO) terms of DEGs enrichment analysis. (E) Gene set enrichment analysis (GSEA) plot of chromosome segregation and heat map with corresponding DEGs. (F) Gene set enrichment analysis (GSEA) plot of the external side of the plasma membrane and heat map with corresponding DEGs. (G) Representative immunostaining of proliferating α-SMA–positive cells in the sham and BPVB groups. Ki67 (green); α-SMA (red); DAPI (blue). White arrows indicate the proliferating α-SMA–positive cells. (H) Quantification of the number of proliferating α-SMA–positive cells in the pulmonary vein intima per section. N = 5 randomly selected rats. (I) Representative immunostaining of proliferating myofibroblasts in the sham and BPVB groups. α-SMA– (green); VIM (vimentin) (red); DAPI (blue); 5-ethynyl-2’-deoxyuridine (EDU) (White). White arrows indicate the proliferating α-SMA–positive cells. (J) Quantification of the number of proliferating myofibroblasts in pulmonary vein intima per section. N = 5 randomly selected rats. Data are presented as dot plots showing mean ± SD. Statistical significance was determined using Student’s *t*-test. ∗∗∗*P* < 0.001 and ∗∗*P* < 0.01. Abbreviations as in Figures 3 and 4.

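Of the 20 genes labelled in Figures 5B and 5C, 10 lie on the up-regulated side and 10 on the down-regulated side, and 16 passed the filter on low expression. All 16 changed in the direction of the figure, and 9 were DEGs on log2(FPKM + 0.5). Many of them rest on few fragments. Chat, Slc45a1, Tlx2, Slc18a3, Stxbp5l, Cartpt, Chrna3, Phox2a and Celf6 had 0 fragments in all 3 BPVB libraries, and Ptprh, Syce1, Ildr1, LOC685849, Aoc1, Mmp3 and LOC120093125 had 0 fragments in all 3 sham libraries. Against the limit of 3 fragments that a count of 0 allows, Slc18a3, which encodes the vesicular acetylcholine transporter, was at least 28.0-fold lower in the BPVB group. Its sham libraries had 87, 65 and 65 fragments. Phox2a was at least 13.4-fold lower, Chrna3 at least 11.6-fold lower, Tlx2 at least 8.67-fold lower and Chat at least 5.82-fold lower. On the other side, Rbm44 was at least 18.8-fold higher, LOC120093125 at least 15.5-fold higher, Aoc1 at least 10.6-fold higher and Ccl17 at least 9.35-fold higher. Ccl17 had 34, 13 and 53 fragments in the BPVB libraries and at most 1 in a sham library. Rbm44 had 69, 45 and 84 in the BPVB libraries and 0, 1 and 1 in the sham libraries. For both genes the limit of 3 fragments was used too, although not all of their sham counts were 0.
The pseudocount decided which of these genes were DEGs. With a pseudocount of 0.1 in place of 0.5, Syce1, Ildr1, Aoc1, Mmp3, Tlx2 and Celf6 also passed the threshold on the fold change. With a pseudocount of 1, Rbm44, LOC120093125, Cartpt, Chrna3 and Phox2a no longer passed it. Without BPVB replicate 3 the log2 fold change of Rbm44 was 0.99, and without sham replicate 2 that of Cartpt was -0.70, both short of the threshold. The adjusted p of Syce1 was 0.048 (limma) and was under 0.05 in 1 of the 6 fits that each left out 1 library (0.0014 without BPVB replicate 3), and from 0.10 to 0.14 in the others.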

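The running-sum enrichment score of the chromosome segregation term was 0.72 on the 15150 genes ranked by the signal-to-noise of their FPKM between the BPVB and sham groups. The term covered 69 of these genes, and the sum peaked at position 1731 of the ranking. Of the 69 genes, 48 were higher in the BPVB group, 30 of them with an adjusted p under 0.05 (limma), and 3 genes were lower with an adjusted p under 0.05. The median log2 fold change was 0.19. As a set, the term was higher with camera (adjusted p = 2.3e-04) and with fry (adjusted p = 1.6e-05). The score stayed between 0.68 and 0.75 under the alternatives that apply to it.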

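The external side of the plasma membrane term covered 300 of the ranked genes and had an enrichment score of 0.49. A total of 189 of the 300 genes were higher in the BPVB group, and the median log2 fold change was 0.14. With an adjusted p under 0.05 (limma), 101 genes were higher and 50 were lower, so that the term holds changes in both directions. The set was higher with camera (adjusted p = 0.0081), and 26 of its genes were DEGs, 21 up-regulated and 5 down-regulated. Its enrichment among the DEGs was 2.59-fold (adjusted p = 0.0018). This adjusted p was 0.14 with a pseudocount of 1, and ranged from 4.5e-08 to 1 over its alternatives. The score ranged from 0.46 after quantile normalization to 0.50 over the genes with a mean FPKM of at least 1.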

### Treatment effect of sirolimus on pediatric PVS

There is substantial controversy regarding the use of sirolimus due to the small sample size and severity of cases;^1^^,^^2^ thus, we increased the number of neonatal rats to 60 per group to evaluate the treatment effect of sirolimus on pediatric PVS. Performing 120 neonatal rat BPVB surgeries involved considerable work, taking 4 skilled persons 3 days (Figure 6A). The data showed that, compared with the BPVB group, after sirolimus treatment, the number of α-SMA–positive cells decreased from 10 ± 4.13 to 4.56 ± 2.74 (Figures 6B and 6C) (*P* < 0.001), intimal thickness decreased from 25.9 ± 7 μm to 13.46 ± 3.57 μm (Figures 6D and 6E) (*P* < 0.001), lumen diameter increased from 46.25 ± 23.92 μm to 64.59 ± 23.13 μm (Figures 6D to 6F) (*P* = 0.002), lung congestion decreased (Figure 6G), and RV free-wall thickness decreased from 1,058.78 ± 273.21 μm to 544 ± 135.42 μm (Figures 6H and 6I) (*P* = 0.010). Consequently, the survival rate of the neonatal BPVB rats was increased (Figure 6J). We noticed that there was a considerable overlap of the number of α-SMA–positive cells/intima thickness/lumen diameter between the 2 groups. There are 3 possible reasons for this phenomenon: the variability of biological samples, individual differences in drug sensitivity, and errors in experimental procedures.

**Figure 6:**
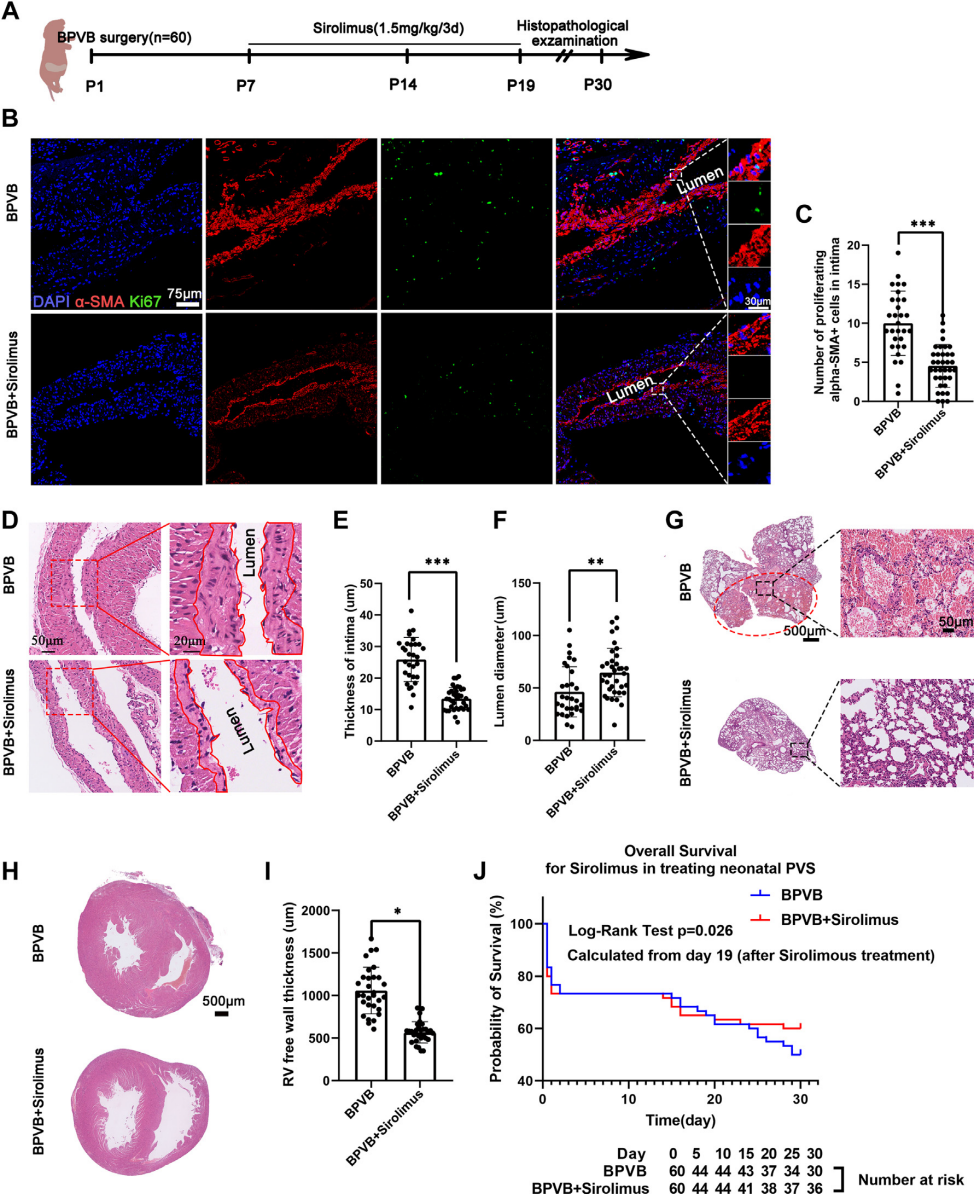
Treatment Effect of Sirolimus on Pediatric PVS (A) Study design and timeline of sirolimus evaluation experiments. (B) Representative immunostaining of the proliferating α-SMA–positive cells in the BPVB and sirolimus-treated groups. Ki67 (green); α-SMA (red); DAPI (blue). (C) Quantification of the proliferating α-SMA–positive cells in the pulmonary vein intima in the BPVB and sirolimus-treated groups. N = 30 rats in the BPVB group; n = 36 rats in the sirolimus-treated group. (D) Representative H&E staining of upstream PVs in the BPVB and sirolimus-treated groups. The red solid line traces the intima of the PVs. Quantification of the intima thickness (E) and lumen diameter (F). N = 30 rats in the BPVB group; n = 36 rats in the sirolimus-treated group. (G) Representative H&E staining of lung lobes in the BPVB and sirolimus-treated groups. The red elliptic dotted line indicates the region with pulmonary congestion corresponding to banding PVs. (H) Representative H&E staining of the heart sections, and (I) the quantification of RV free-wall thickness in the BPVB and sirolimus-treated groups. N = 30 rats in the BPVB group; n = 36 rats in the sirolimus-treated group. (J) Survival curves of the BPVB and sirolimus-treated rats. Data are presented as dot plots showing mean ± SD. Statistical significance was determined using Student’s *t*-test. ∗∗∗*P* < 0.001, ∗∗*P* < 0.01, and ∗*P* < 0.05. Abbreviations as in Figure 2, Figure 3, Figure 4.

## Discussion

Due to the challenging nature of PVS treatment and extremely high mortality rate, physicians are generally pessimistic about the prognosis of children with PVS;^8^^,^^9^ thus, treatment methods for PVS are referred to as a “Holy Grail.”^1^^,^^2^ To search for treatment for PVS, Boston Children's Hospital (1 of the world's top children's hospitals) spent nearly 20 years collecting PVs from 97 children with PVS for pathological examination and identified PVS-unique myofibroblasts that they believe to be the culprit of PVS.^7^ However, what are the unique markers of these myofibroblasts that distinguish them from others? Where do they originate from? Furthermore, are the myofibroblasts an initiating cause of PVS or the downstream effector cells? There are no answers to these questions or paths to find the answers. However, it is known that the myofibroblasts are characterized by high proliferation; thus, for patients with severe PVS, physicians have adopted chemotherapy drugs, such as methotrexate and vinblastine, to inhibit myofibroblast proliferation. Unfortunately, methotrexate and vinblastine are ineffective and cause serious toxic chemotherapy-associated side effects.^10^^,^^11^ Although imatinib is the first-line treatment for PVS prevention at 2 large referral centers,^12^ its therapeutic effect has not been widely recognized, and its mechanisms of action also need further clarification.

Animal models of disease are critical for drug evaluation and mechanism exploration.^3^ The first neonatal piglet PVS model induced by PV banding was introduced in 1990.^13^ In 2020, a modified neonatal piglet PVS model induced by cutting and resuturing PVs was further developed.^14^ However, it takes these 2 piglet PVS models at least 8 weeks to develop PVS.^13^^,^^14^ Evaluations of the neonatal piglet models revealed activation of the mTOR pathway, and the mTOR inhibitor rapamycin (sirolimus) delayed PV stenosis in 5 piglets.^14^ Subsequently, in 2021, sirolimus was clinically tested in 15 children with severe PVS, increasing their survival rate.^1^^,^^2^ In addition, sirolimus is used at some centers routinely to reduce in-stent restenosis or as a primary treatment;^5^ however, the use of sirolimus in this context remains controversial.^1^^,^^2^ Evaluation of the treatment effect of sirolimus in small animals would facilitate ethics approval for using sirolimus to treat mild or moderate PVS in a broader clinical community. Using the neonatal rat model of PVS, we demonstrated that sirolimus (1.5 mg/kg/3 days^15^) has a good treatment effect on PVS by inhibiting the proliferation of myofibroblasts, supporting that sirolimus deserves further clinical investigation regarding its use for treating mild/moderate PVS.

Neonatal mouse/rat size and the surgical time complicate neonatal mouse/rat PV banding, which requires skilled microsurgical techniques. Fortunately, we have developed our own microsurgical techniques and used these to construct neonatal mouse/rat surgical models for nearly 10 years.^3^, ^4^, ^16^^,^^17^, ^18^, ^19^, ^20^ In 2023, we reported the world’s first neonatal rat model of PVS induced by unilateral PV banding.^3^ Here, we introduced a modified and more stable neonatal rat model of PVS induced by BPVB. We have additional tips for successful PVS model construction: 1) use laboratory-bred pups rather than purchased pups as cannibalization can occur when the mother becomes frightened during transportation; 2) use an experienced mother rather than a primipara; and 3) return all the pups together as a group to their mother.

The time to master neonatal BPVB technology closely depends on whether the learner is a beginner in microsurgery. For individuals who are new to microsurgery, it takes approximately 1 to 2 months to become familiar with the neonatal surgical techniques and the microscopic instruments that are used for operation. By contrast, for those who are skilled pediatric cardiac surgeons or are familiar with microsurgery, it only takes 1 to 2 weeks to become familiar with local anatomical structure for BPVB and to master the skill. In addition, it is recommended that the instructor should use a dual-head microscope to teach the learner because that enables the instructor to guide the learner who is seated beside the instructor on the key technical points while performing the surgery. Once the learner masters the skill, in order to swiftly and successfully complete the entire BPVB surgery, we recommend practitioners to practice BPVB 2 or 3 more times.

However, the use of sirolimus is associated with various adverse events, including insulin resistance and diabetes, glomerular dysfunction and renal failure, dyslipidemia, mucositis, pneumonitis, lymphedema, angioedema, and osteonecrosis,^21^ indicating that patients undergoing sirolimus require close monitoring. Other more specific targets for treating PVS need to be identified. Using our neonatal rat model of PVS, we have also established the world's first PVS single-cell RNA sequencing database, which demonstrated that the myofibroblasts highly express FAP and function in ECM organization (Supplemental Figure S3). Moreover, the PVS single-cell RNA-sequencing data demonstrated that the myofibroblasts potentially originated from the endothelial–mesenchymal transition (EndMT) of newly emerging endothelial cells 2 and 3, which were not expressed in healthy PV (Supplemental Figure S4). We then planned to clarify what induces the occurrence of EndMT and its underlying mechanisms.

It is well established that pulmonary congestion, surgical procedures, and repeated stent placement can all easily trigger inflammation. In addition, 1 of the strategies to delay the recurrence of PVS is to use sutureless technique to reduce inflammation.^1^ These clinical observations indicate that inflammation may be a trigger for EndMT. If so, what type of inflammatory cells account for the occurrence of EndMT? Our data revealed that only macrophages significantly increased, whereas other immune cells (eg, neutrophils, T cells, and B cells) decreased in the PVS group compared with the sham group (Supplemental Figures S5A and S5F). Moreover, ligand–receptor interaction analyses demonstrated that the Angpt1–Tek interaction between macrophages and endothelial cells in the PVS group noticeably increased (Supplemental Figures S5G and S5H). Previous studies have established that Tek activates the downstream PI3K–AKT pathway,^22^^,^^23^ which then up-regulates the zinc-finger transcription factor SLUG.^24^ SLUG up-regulates matrix metalloproteinase MM2/9, causing endothelial cells to sprout and migrate to the interstitium, resulting in EndMT.^25^ How inflammation triggers EndMT will be a topic of our future investigation. We are now developing a neonatal mouse model of PVS to verify the results of single-cell RNA sequencing. In summary, the introduction of our neonatal rat model of PVS may pave the way for finding a treatment for children with PVS.

Perspectives **COMPETENCY IN MEDICAL KNOWLEDGE:** Neonatal bilateral PV banding surgery with a larger but stenosed PV lumen produces pathophysiological alterations similar to those seen in pediatric PVS. Furthermore, sirolimus has shown a good effect in treating PVS, indicating a need for accelerated ethics approval in communities where sirolimus is not yet in use.

**TRANSLATIONAL OUTLOOK:** The introduction of our improved neonatal rat model of PVS paves the way for identifying potential treatments for PVS. Future research should focus on elucidating the causes and mechanisms of EndMT.

## Funding Support and Author Disclosures

This work was supported by the Shanghai Natural Science Foundation (No. 22ZR147900 and 23ZR1441100), the National Natural Science Foundation of China (82270314 and 82200309), the Ningbo Top Medical and Health Research Program (No. 2022020405), the Science and Technology Development Fund of Pudong New Area (PKJ2024-Y13, PKJ2024-Y14, and PKJ2024-Y15), the National Clinical Key Specialty Construction Project (10000015Z155080000004), the Medical and Health Technology Plan Projects of Zhejiang (2024YK1568), and the Ningbo Medical and Health Brand Discipline (PPXK2024-06). The authors have reported that they have no relationships relevant to the contents of this paper to disclose.

# Supplementary material for: Evaluation of Treatment Effect of Sirolimus on Pediatric Pulmonary Vein Stenosis Using a Neonatal Rat Model
**Source:** JACC Basic Transl Sci. 2025 Apr 2;10(7):101229. doi: 10.1016/j.jacbts.2025.01.010
**Supplement:** Supplemental Material

**Supplemental Appendix for**

**Evaluation of treatment effect of sirolimus on pediatric pulmonary vein stenosis using a neonatal rat model induced by bilateral pulmonary vein banding**

Debao Li^1,2,#^ MD, Yingying Xiao^3,#^ MD, Peisen Ruan^4,^MD, PhD, Zunmin Wan^9,^ PhD, Yuqing Hu^5^ MD, PhD, Sijuan Sun^6^, MD, PhD, Zheng Wang^1^ MD, Sixie Zheng^1,7^ MD, Yi Yan^7,8^, PhD, Hao Chen^1^ MD, PhD, Hao Zhang^1,7,^ MD, PhD, Chun Shen^2^ MD, PhD, Qi Sun ^1,^* MD, PhD, Lincai Ye^1,7,8,^* MD, PhD

**Lists of items in the document**

**Supplemental Methods Page 2-5**

**Supplemental Figs Page 3-11**

**Supplemental References Page 11**

**Supplemental Methods**

For evaluation of the BPVB model, in accordance with the ARRIVE guidelines [1], and to reduce the use of animals, we randomly selected five cases per group for echocardiography, catheterization, H&E staining, and immunofluorescence and three cases for RNA-sequencing analysis. The random selection method was used as follows: after Sham and BPVB surgery, each group had 15 rats, which were labeled as 1 to 15. Then, a random number generator was used four times per group for selecting five numbers each time to perform echocardiography, catheterization, H&E staining, and immunofluorescence. Then, we removed the numbers used for H&E and immunofluorescence and randomly selected three numbers from the remaining numbers for RNA sequencing. For the evaluation of sirolimus, the surviving rats were sacrificed, and their lungs and hearts were harvested; then, the heart and lung tissue sections were subjected to H&E and immunofluorescence staining.

**Confirmation of PV obstruction by echocardiography and cardiac catheterization**

At P21/P30, the rats were anesthetized with isoflurane (isoflurane/oxygen: 5% induction, 1.5–2.0% maintenance) and placed on a warming plate in a supine position. The echocardiography measurements were performed via a Vevo 3100 echocardiography system with a 25-MHz transducer in a long-axis view of the main pulmonary artery (PA). Pulsed-wave Doppler was used to measure the pulmonary artery acceleration time (PAAT). The left and right pulmonary vein (PV) velocities were measured and recorded in the apical four-chamber view. The echocardiography was performed by a single experienced physician blinded to the experimental conditions.

Cardiac catheterization was performed to assess the RV pressure on P21/P30. Briefly, the rats were anesthetized via an intraperitoneal injection of 3% pentobarbital sodium (0.1 mL/100 g). After the adequacy of anesthesia was confirmed by testing the toe pinch reflex, the rats were fixed on a foam board, and the jugular vein was carefully dissected. A 4.5-mm conductance catheter (Millar Instruments, Houston, TX) was inserted into the jugular vein and tied with a thread. The catheter was carefully pushed forward until it reached the RV, and the RV pressure waveform was recorded after stabilization. The equipment was calibrated to zero before every measurement was taken. The data were averaged from three continuous waveforms and analyzed blindly.

**RNA-seq**

PV tissues were immersed in TRIzol reagent (Invitrogen, CA, USA) to extract microscale total RNA according to the manufacturer’s instructions. Transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China). RNA quantification and purity were measured via a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). RNA integrity was evaluated with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). A VAHTS Universal V6 RNA-seq Library Prep Kit was used to construct the libraries according to the manufacturer’s protocol. The libraries were then sequenced on an Illumina NovaSeq 6000 platform, and 150 bp paired-end reads were generated. Fastq format raw reads were first processed via fastp [2], and the low-quality reads were deleted to obtain the clean reads. Approximately 20.9 G of data were generated. The clean reads were mapped to the reference genome via HISAT [3]. The FPKM [4] value of each gene was determined, and the read counts of the genes were calculated via HTSeq-count. 

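FPKM divides the fragments counted on a gene by the gene's length and by the total of the library, so that genes and libraries can be set side by side. It does not correct for a few genes that take up much of a library. In these libraries the 10 highest genes took between 7.1% and 7.3% of the fragments, in both groups alike. The recovered fragments on the listed genes made up 99.78% of the total in each library.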

PCA was performed via R (v 3.2.0) to measure the biological duplication of each sample. 

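A hypergeometric test asks whether a GO term holds more DEGs than a random draw of the same size from the background would give. Its result depends on which genes form the background, on how many DEGs are drawn and on whether up-regulated and down-regulated DEGs are drawn together. With the DEGs on log2(FPKM + 0.5), 101 terms passed an adjusted p of 0.05 for the up-regulated DEGs alone and 20 for the down-regulated DEGs alone.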

On the basis of the hypergeometric distribution, R (v 3.2.0) was used to perform GO enrichment analysis of the DEGs and construct a column diagram. Gene set enrichment analysis (GSEA) was performed via GSEA software [5]. KEGG datasets were searched for two predefined gene sets, and the genes were ranked according to the degree of differential expression in the two groups. Next, we tested whether the predefined gene sets were enriched at the top or bottom of the ranking lists.

**Single-cell RNA-seq and Analysis**

Single-cell RNA-seq was performed at P21 to analyze the gene expression profiles of individual cells in the pulmonary veins. Pulmonary veins from 20 rats, with 10 in the sham group and 10 in the BPVB group, were harvested for single-cell RNA sequencing. Data were preprocessed using the 10x Genomics Cell Ranger pipeline and aligned to the rat reference genome, Rattus norvegicus, to generate gene count matrices. Each sample underwent independent quality control and doublet removal, applying stringent criteria: nFeature_RNA > 200 and < 7500, nCount > 1000 and < 10000, with mitochondrial gene content below 5%. Doublet identification was carried out using the DoubletFinder (v3.0) algorithm[6]. Following this, the datasets were merged, and batch effects were assessed and corrected using the Harmony algorithm[7], resulting in a total of 23,304 cells with an average gene expression of 1,399 genes per cell.

Cell annotation was performed manually within the Seurat (v4.0) framework[8], utilizing the "FindAllMarkers" algorithm to identify genes specifically expressed within each cell population. Initial annotation involved identifying broad cell subpopulations based on the expression of key marker genes. Epithelial cells, likely originating from the lung parenchyma rather than the pulmonary vein, were excluded from the analysis. After delineating the major cell types, further subclass annotations were conducted for key cell types of interest, such as endothelial cells, immune cells, and myofibroblasts. The analysis also included quantifying changes in cell proportions between experimental groups to investigate their roles in disease progression.

To explore the functional roles of distinct cell populations in disease development, we performed subgroup-specific pathway enrichment analysis by extracting upregulated genes using Seurat’s "FindMarkers" function. This was followed by Gene Ontology-based enrichment analysis using clusterProfiler (v3.16.1)[9]. Additionally, we employed CellChat (v2.1.0)[10] to investigate intercellular communication, focusing on receptor-ligand pairs expressed in more than 10% of cells within a given population. The parameter "population.size = T" was set to ensure that the effect of the proportion of cells in each cell population was taken into account in the probability calculations, and default settings were used for other parameters.

**Histology**

P21/P30 rats were first anesthetized via an intraperitoneal injection of 3% pentobarbital sodium (0.1 mL/100 g) and then euthanized via spinal dislocation. The PVs were exposed and bluntly separated. The gross morphology of the banding area was captured under a Leica M205 FA stereomicroscope (Leica Microsystems, Wetzlar, Germany). The lungs were perfused with 4% paraformaldehyde through the trachea. The hearts were perfused with PBS through right ventricular outflow. Then, the PVs, lungs, and hearts were harvested. The blood was rinsed with PBS. The harvested PVs, hearts, and lungs were fixed with 4% paraformaldehyde (pH 7.4) overnight. Afterward, the hearts and lungs were dehydrated in an ethanol series, embedded in paraffin, and sliced into 5-μm-thick sections. H&E, Masson, and EVG staining were performed according to the manufacturer’s instructions. Briefly, the paraffin-embedded sections were first deparaffinized and hydrated with the following solutions: xylene for 40 min, 100% alcohol for 10 min, and 75% alcohol for 10 min. The sections were then rinsed with water.

For H&E staining, the sections were immersed in hematoxylin solution for 3 to 5 min and then rinsed in water. Acid alcohol was used to differentiate the sections, and then the sections were rinsed again. Ammonia solution was used to stain the sections. After being washed in slowly running tap water, the sections were dehydrated in 85% alcohol and 95% alcohol for 10 min and stained with eosin for 5 min. Finally, they were dehydrated in 100% alcohol for 15 min, cleared in xylene for 10 min, and mounted with resin.

For Masson’s trichrome staining, the tissue sections were immersed for 10 min, repeated twice, and the excess liquid was gently shaken off. The tissue sections were immersed in progressively more dilute ethanol solutions and ultimately immersed in distilled water to rehydrate the tissue: absolute ethanol for 5 min, 95% ethanol for 5 min, 85% ethanol for 5 min, and 75% ethanol for 5 min. Then, the sections were rinsed with distilled water for 1 min, immersed in Bouin’s solution or Zenker’s solution overnight, then rinsed with running water. The sections were subsequently stained with hematoxylin solution (Harris) or iron-containing hematoxylin for 5–10 min and slightly washed with running water. The sections were then differentiated with 0.8–1% hydrochloric acid alcohol and washed with running water for several min. Then, the sections were stained with ponceau acid fuchsin solution for 5–10 min, washed with running water, treated with phosphomolybdic acid solution for approximately 5 min, and stained with aniline blue solution for 5 min without washing. Finally, the sections were treated with 1% glacial acetic acid for 1 min, dehydrated with 95% alcohol several times, dehydrated with absolute alcohol, cleared with xylene, and then mounted with neutral balsam.

For EVG staining, the sections were oxidized with potassium permanganate for 5 min, bleached with oxalic acid for 5 min, and washed with distilled water. Then, the sections were stained with elastin solution for 8–24 h, differentiated in 95% alcohol, and washed with distilled water. The sections were subsequently stained with van Gineon solution for 1 min, rapidly differentiated in 95% alcohol for several seconds, dehydrated with anhydrous alcohol, cleared with xylene, and then mounted with neutral balsam.

For immunofluorescence, the sections were dewaxed in xylene and then rehydrated via an alcohol gradient. The antigen retrieval solution (P0081, Beyotime Biotechnology, Shanghai, PR China) was boiled with the sections for 20 min for antigen repair. The sections were then blocked with blocking solution (PBS with 7.5% goat serum and 0.5% Triton X-100) for 1 h and subsequently incubated with a primary antibody solution overnight at 4°C. The following antibodies were used in the present study: anti-α-SMA (ab7817 Abcam, Cambridge, UK, dilution, 1:200), anti-Vimentin (ab92547, Abcam, Cambridge, UK, dilution, 1:200), and anti-Ki67 (ab15580, Abcam, Cambridge, UK, dilution, 1:200). The sections were warmed at room temperature for 5 min and washed with PBST (PBS with 0.1% Tween 20 (ST1726, Beyotime Biotechnology, Shanghai, PR China)) three times for 5 min each. Then, the sections were incubated with secondary antibodies (Alexa Fluor 488 and/or 555 secondary antibodies (ab150077, ab150078, Abcam, Cambridge, UK; dilution, 1:500)) for 1 h at room temperature. The sections were protected from light after this step. After that, the secondary antibodies were removed, and the samples were washed three times with PBST. The samples were incubated with 4',6-diamidino-2-phenylindole (DAPI, C1005, Beyotime Biotechnology, Shanghai, PR China) for 10 min to stain the nuclei. Neutral balsam and nail polish were used to mount the sections. All the sections were imaged via confocal microscopy. The proliferated intimal myofibroblasts were defined as α-SMA/Vim/EDU- or Ki67-co-positive intima cells to total intima cells (α-SMA positive).

**EDU incorporation**

An EDU Kit (Servicebio, GDP1023) was used to perform the EDU incorporation assay. The EDU powder was diluted with PBS and injected into BPVB or sham rats (5 mg/kg, 1 mg/ml) at P3, P6, and P9. The EDU-traced sections were stained via a click-it EdU-647 kit (Servicebio, G1601) using the same staining methods described above.

**Supplemental Fig.S1**

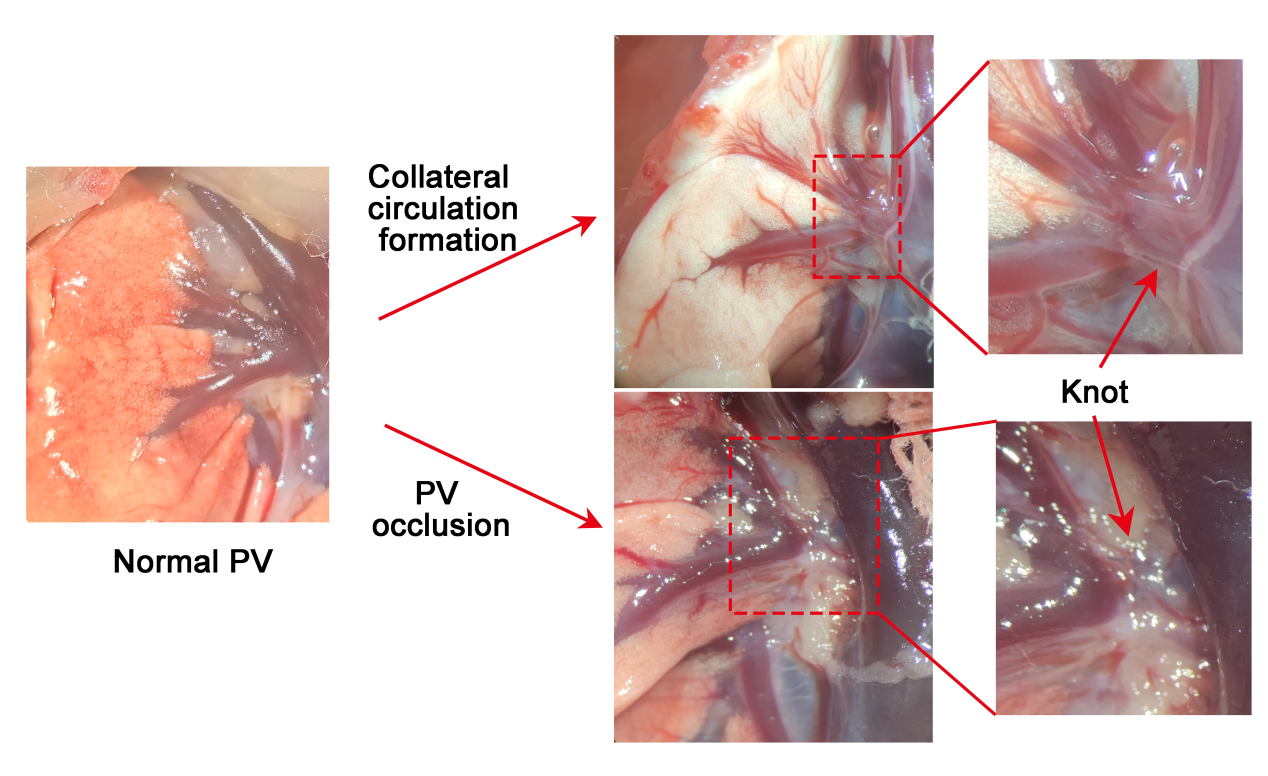

**Supplemental Fig. S1** **PV occlusion and lateral branches formation because of unilateral and more stenosed banding**

**Supplemental Fig.S2**

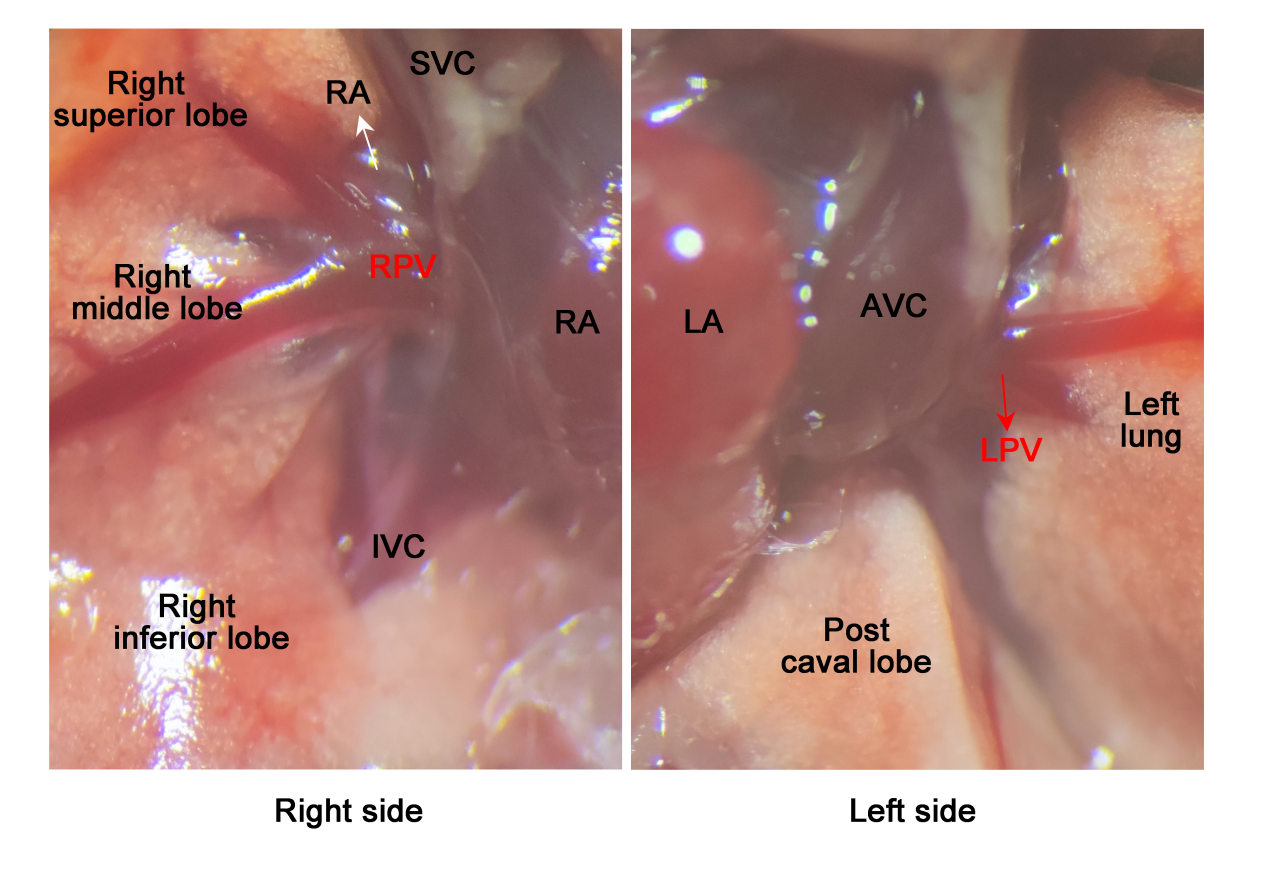

**Supplemental Fig. S2 Right and left PVs used for banding.** SVC: superior vena cava; RPV: right pulmonary vein; RA: right atrium; IVC: inferior vena cava; PA: pulmonary artery; LA: left atrium; AVC: anterior vena cava; LPV: left pulmonary vein.

**Supplemental Fig.S3**

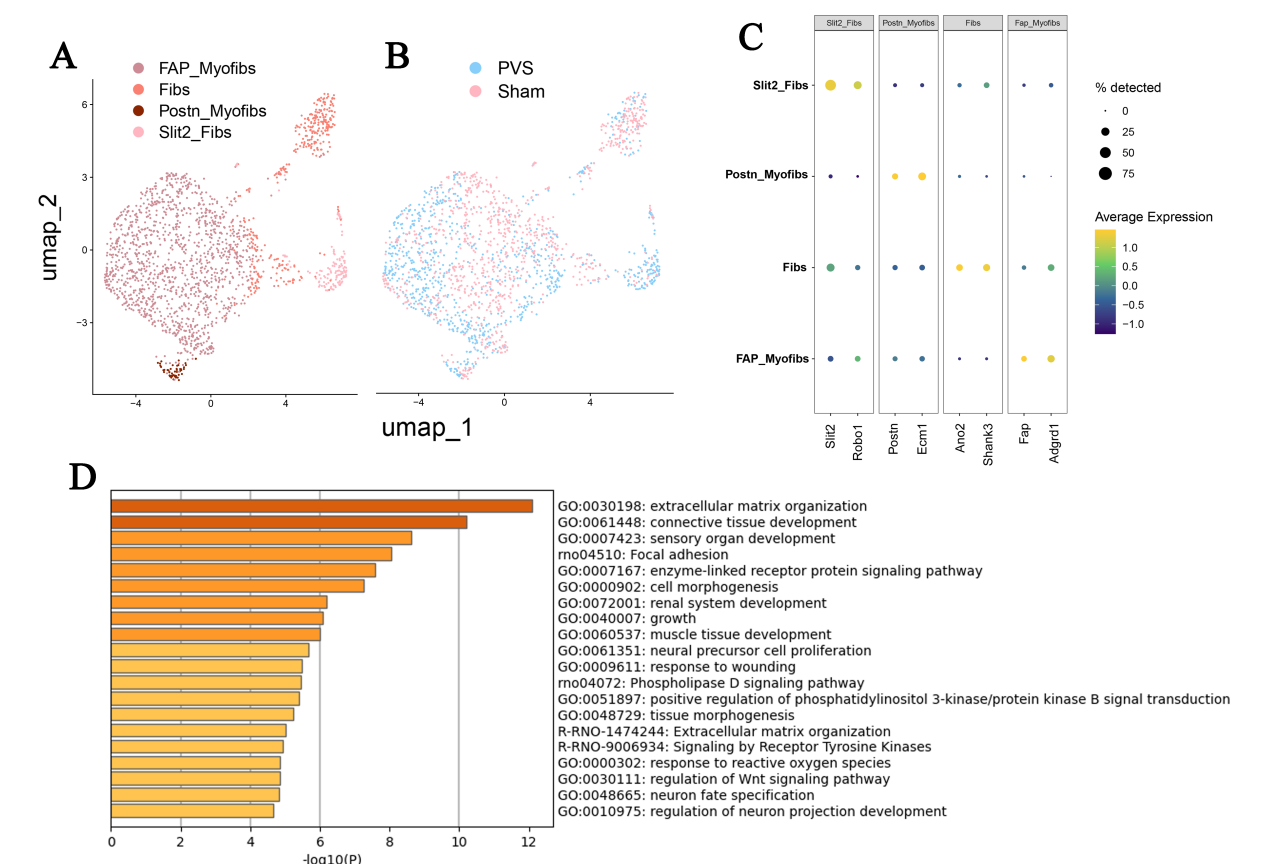

**Supplemental Fig. S3** Markers of the main myofibroblasts that emerge in the PVs of PVS. (A)–(B) Umap analysis of myofibroblasts indicates that FAP_Myofibs are the main myofibroblasts that emerge in the PVs in PVS. (C) Markers of different myofibroblast types. (D) GO enrichment analysis indicating that the major function of FAP_Myofibs is ECM remodeling.

**Supplemental Fig.S4**

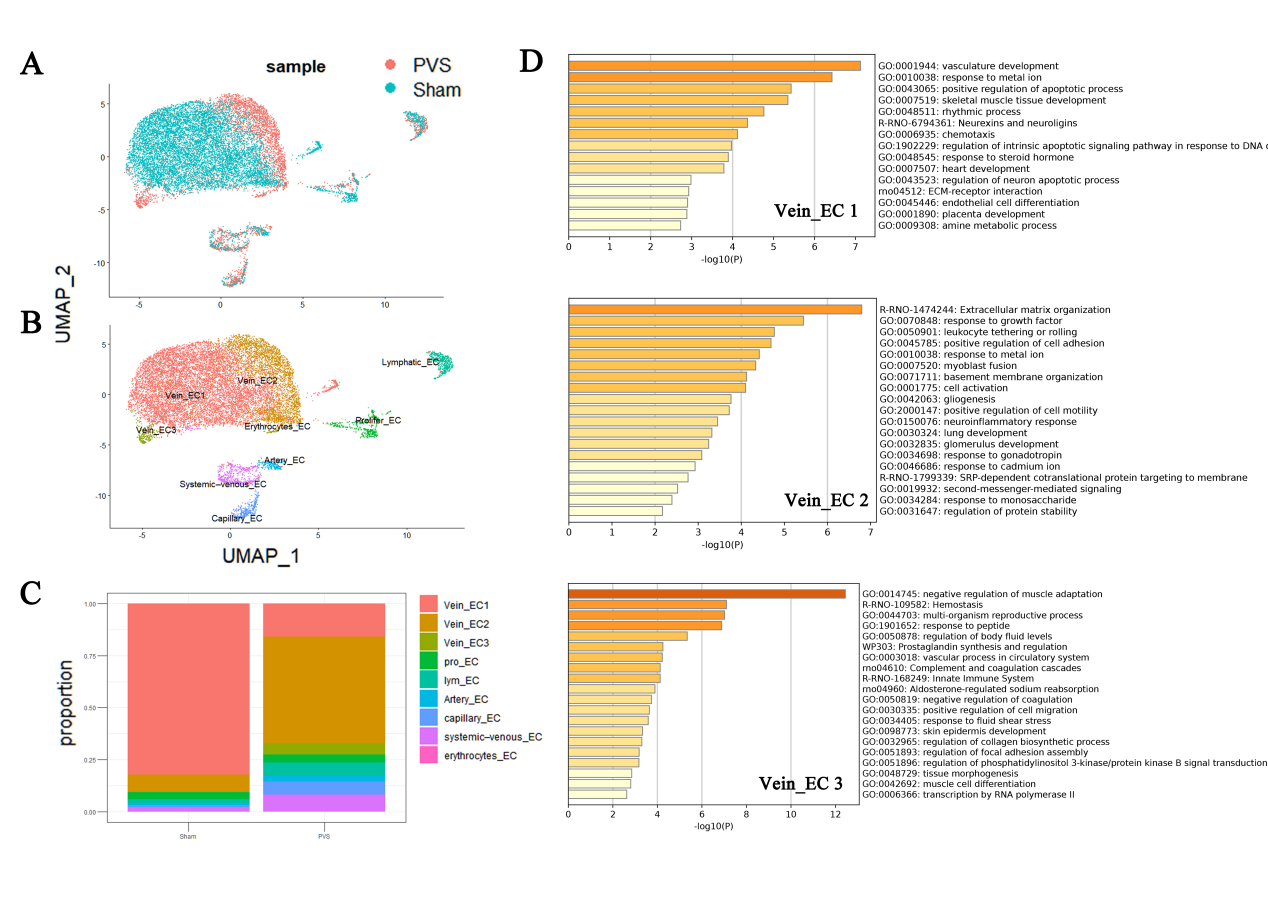

**Supplemental Fig. S4** Newly emerging endothelial cells (ECs) in PVS and their function. (A)–(B) Umap analysis of ECs indicating that EC2/3 are the newly emerging ECs in the PVs in PVS. (D) GO enrichment analysis indicating that EC2/3s function in ECM remodeling and immune responses.

**Supplemental Fig.S5**

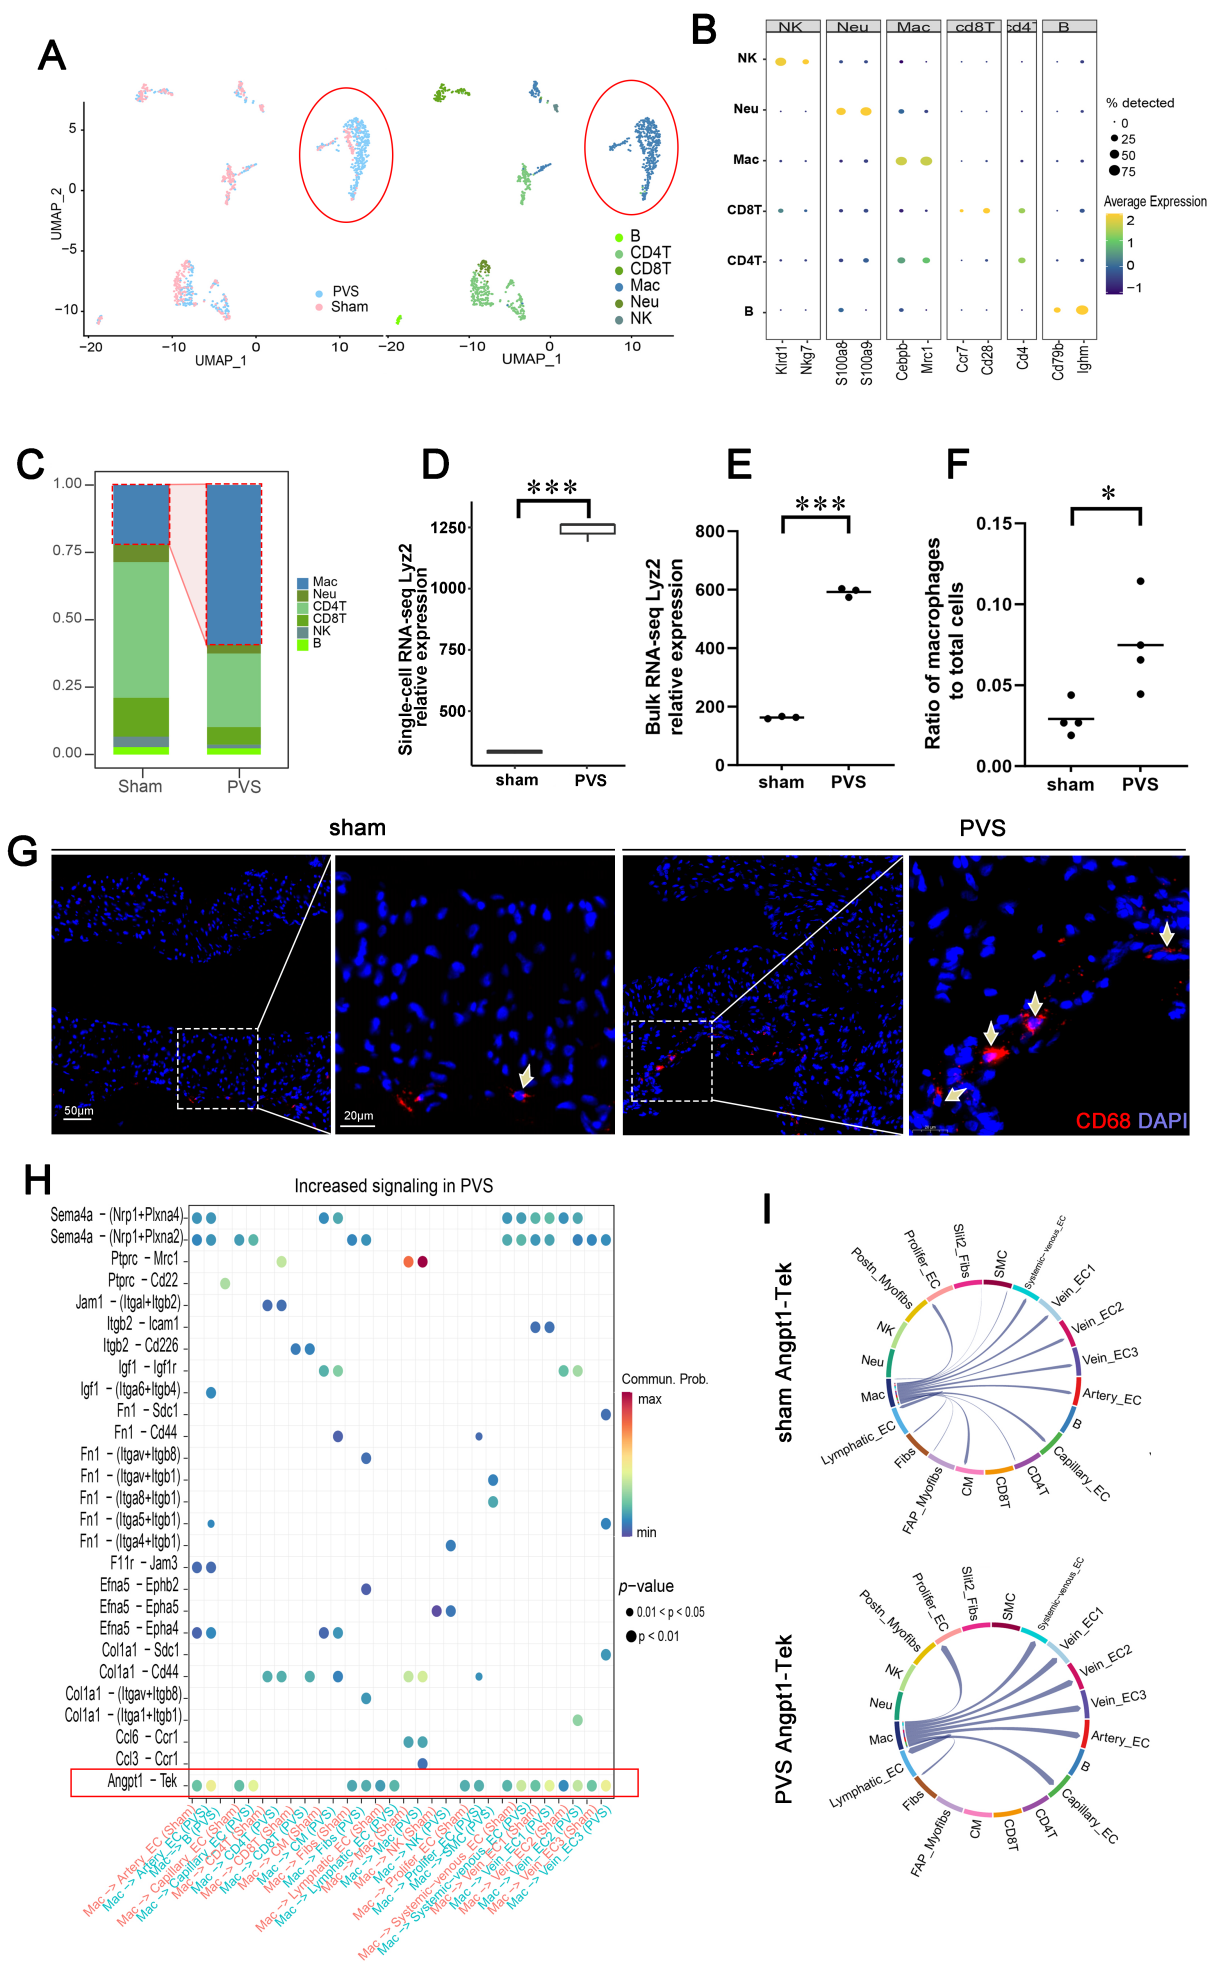

**Supplemental Fig. S5** Angpt1–Tek interaction between macrophages and endothelial cells in PVS. (A)–(B) Umap analysis of ECs indicating that macrophages (Mac) significantly increase in PVS. (C) Single RNA-sequencing analysis demonstrating that the expression of Lyz2 (a marker of Mac) significantly increases in PVS. (D) Bulk RNA sequencing demonstrating that the expression of Lyz2 significantly increases in PVS. (E) Single RNA sequencing demonstrating that the ratio of Mac to total cells significantly increases in PVS. (E) Immunofluorescence staining demonstrating that CD68 (a marker of Mac) significantly increases in PVS. (F)–(G) Single RNA-sequencing analysis indicating that the Angpt1–Tek interactions between macrophages and endothelial cells in PVS are enhanced. Data are presented as dot plots showing the mean ± standard deviation. Statistical significance was determined using Student’s t-test. ***p < 0.001, and *p < 0.05.

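The FPKM of Lyz2 (NCBI Gene 25211), which encodes lysozyme, was 598, 604 and 574 in the 3 BPVB libraries and 164, 159 and 167 in the 3 sham libraries. The mean of the BPVB group was 592 ± 16 (SD, n = 3), 3.63 times that of the sham group, whose SD was 3.8 (n = 3). The values of the 2 groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 rats against 3 allow). The log2 fold change was 1.85 (standard error 0.029, adjusted p = 1.4e-09, limma) and stayed between 1.84 and 1.88 when each library was left out in turn. At least 4937 fragments per library lay behind these values. In a list of 14 macrophage genes with Lyz2 among them, 13 were higher in the BPVB group with an adjusted p under 0.05, over all genes and adjusted over the list alone, and the median log2 fold change was 0.76 (camera, adjusted p = 5.1e-07, also under 0.05 in fry). Cd68 rose from 4.33 ± 0.83 to 9.70 ± 0.72 FPKM (SD, n = 3 each), Mrc1 had a log2 fold change of 0.62 and Csf1r of 0.64. Cd163 was the gene of the list that did not rise (log2 fold change -0.07), and it was 0.05 without sham replicate 1. Alveolar type 2 cells also make lysozyme, and their gene Sftpc rose from 36.6 ± 1.4 to 390 ± 22 FPKM (SD, n = 3 each).

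**Figure D3:**
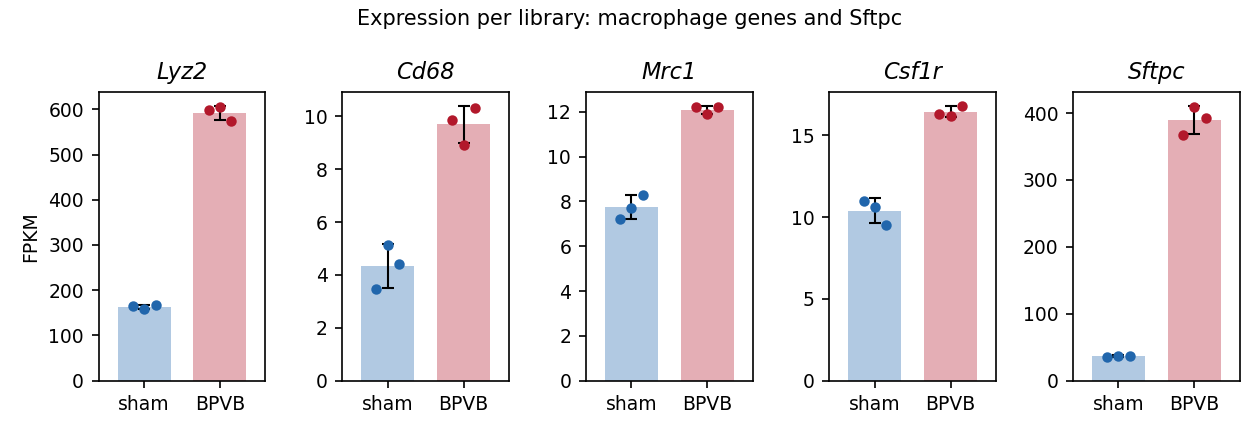
FPKM (vertical axes, each starting at 0) of the macrophage genes Lyz2, Cd68, Mrc1 and Csf1r and of the alveolar type 2 cell gene Sftpc in the sham and BPVB groups. Points are single libraries, bars are means of 3 libraries and error bars are SD. In all 5 genes, each BPVB library lies above each sham library.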

**References**

1.Kilkenny C, Browne WJ, Cuthill IC, Emerson M, Altman DG. Improving bioscience research reporting: the ARRIVE guidelines for reporting animal research. PLoS Biol. 2010 Jun 29;8(6):e1000412. doi: 10.1371/journal.pbio.1000412. PMID: 20613859; PMCID: PMC2893951.

2. Shifu C, Yanqing Z, Yaru C, et al. fastp: an ultra-fast all-in-one FASTQ preprocessor[J]. Bioinformatics, 2018, 34(17):i884-i890.

3. Kim D, Langmead B & Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nature Methods 2015; 12(4): 357-360.

4. Roberts A, Trapnell C, Donaghey J, et al. Improving RNA-Seq expression estimates by correcting for fragment bias. Genome Biology 2011; 12(3): R22.

5. The Gene Ontology Resource: 20 years and still going strong[J]. Nucleic Acids Res. Jan 2019;47(D1): D330-D338.

6.McGinnis CS, Murrow LM, Gartner ZJ. DoubletFinder: Doublet Detection in Single-Cell RNA Sequencing Data Using Artificial Nearest Neighbors. Cell Syst. 2019 Apr 24;8(4):329-337.e4.

7.Korsunsky I, Millard N, Fan J, et al. Fast, sensitive and accurate integration of single-cell data with Harmony[J]. Nature Methods, 2019, 16(12): 1289-1296.

8.Hao Y, Hao S, Andersen-Nissen E, et al. Integrated analysis of multimodal single-cell data[J]. Cell, 2021, 184(13): 3573-3587.e29.

9.Yu G, Wang L-G, Han Y, et al. clusterProfiler: an R Package for Comparing Biological Themes Among Gene Clusters[J]. OMICS: A Journal of Integrative Biology, 2012, 16(5): 284-287.

10.Jin S, Guerrero-Juarez C F, Zhang L, et al. Inference and analysis of cell-cell communication using CellChat[J]. Nature Communications, 2021, 12(1): 1088.

How the deposited data were processed for this re-analysis (not part of the article)

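Bulk RNA-seq was available for the pulmonary veins of 3 BPVB and 3 sham-operated Sprague-Dawley rats at postnatal day 21. The condition and the replicate number of each library were taken from the sample labels and matched to the names that the paper's Figure 5 gives to the libraries. The single-cell, histological, hemodynamic and sirolimus experiments of the paper were not analysed here. 0 columns of per-sample values were left unused.

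The authors trimmed the reads with fastp, mapped them with HISAT, counted them per gene with HTSeq-count and deposited 1 FPKM value per gene and rat, with the NCBI Gene number and the GO terms of each gene. No scaling between libraries beyond the library total was found in the deposited FPKM. The paper's methods name DESeq2 for the authors' own comparison, with thresholds of 0.05 on the q value and 1 on the absolute log2 fold change. DESeq2 was not run here, and the comparison was made on the deposited FPKM, with the recovered fragments used for one alternative.

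The numbers of fragments behind the FPKM were recovered from the whole-number ratios of each gene's values between libraries. On simulated tables, 99.3% of the 1212 genes with at least 50 fragments and 98.5% of all 2590 genes were recovered with all counts right. In the deposited table, 13486 genes had at least 50 fragments in some library. Library totals were between 23439506 and 29725808 fragments. A count of 0 was treated as a limit of 3 fragments, and a fold against a group at or under that limit was computed as a lower bound. The fragments are not known to be independent molecules, so such limits cover counting error only.

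The comparison of the groups used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression) on log2(FPKM + 0.5), over genes with a mean FPKM of at least 0.1, with two-sided tests and Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. The procedure was tested on simulated data with 200 genes changed 4-fold among 15137 tested genes. The changed genes were drawn only from those with a mean FPKM of at least 1. The procedure called 192 of the changed genes (96%), 2 unchanged genes and 0 genes with the wrong sign. This share does not cover genes with lower expression, whose fold change the pseudocount lowers. GO enrichment used a hypergeometric test with the terms of the deposited table and the tested genes with a GO term as background. The plan was to adjust the p-values within each GO category. The deposited table does not give the category of a term, so all terms with at least 5 genes were adjusted and ranked together. Enrichment scores used a running sum with weight 1 on the signal-to-noise of FPKM, with the SD set to at least 0.2 of the mean. Gene lists were tested with camera (preset correlation 0.01) and with fry. Camera compares a list with the other genes, whereas fry tests the genes of the list alone. Of 19 lists fixed before the data were examined, 10 passed an adjusted p of 0.05 in camera and 15 in fry, and all 10 of the former were among the latter. A further 9 lists were written after the data were seen. Single values were compared by exact permutation tests, for which 3 libraries against 3 allow no p under 0.1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.

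The genes named are those the paper names in the figures and text on these veins, members of the 19 lists, and the 5 largest rises and 5 largest falls among DEGs with a mean FPKM of at least 1 whose groups do not overlap. Arntl, Nr1d1, Per3, Fos, Egr1 and Hbb-bs and the genes of the added lists were chosen after their values or those of related genes were seen.

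The alternatives set before the data were examined were pseudocounts of 1 and 0.1, 2 other filters on low expression, 3 other scalings (median of ratios, TPM and quantile normalization), the replicate number as a block, robust eBayes, the adjusted p alone as threshold, another GO background, up-regulated or down-regulated DEGs alone, fry in place of camera, and leaving out each of the 6 libraries in turn. One alternative, limma-voom on the recovered fragments over genes with at least 10 fragments in all libraries together, was chosen after seeing the data.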

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

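The tests of a clock phase, of the scaling of clock genes and of an MHC haplotype were chosen only after the result was seen, and the lists of alveolar, ciliated, clock and interferon-stimulated genes were written after the patterns had been noticed.

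Transcripts of lung epithelium, which the paper does not discuss for the bulk RNA-seq data, were higher in the BPVB group than in the sham group. For its single-cell data, the paper proposes that epithelial cells came from the lung parenchyma, and it excluded them. All 11 tested genes of the list rose with an adjusted p under 0.05 (limma), over all genes and adjusted over the list alone, with a median log2 fold change of 2.53 (camera, adjusted p = 3.0e-11). Sftpc had a log2 fold change of 3.40, Sftpa1 of 3.09, Ager of 2.54 and Scgb1a1 of 2.52. The sham veins also held these transcripts, with Sftpc at 36.6 FPKM. The scaling by the authors is argued against as the cause, since the median of the list was at least 2.48 under 3 other scalings. Lung parenchyma dissected with the BPVB veins may be the source and stays open. A list of 10 alveolar type 1 cell genes, of which Ager and Aqp5 are also in the first list, rose as well (median 1.12, 9 of 10 higher, adjusted p = 1.7e-06), with Hopx as the exception (log2 fold change -0.26). The list of alveolar capillary genes had a median of 0.17, with 5 of 8 genes higher (camera, adjusted p = 0.51, fry, adjusted p = 0.026). However, the veins themselves express several of these genes at a level that would hide a small share of capillaries, such as Aplnr at 52.3 FPKM in the sham group. Parenchyma in the dissected tissue and a change of the epithelium next to the banded veins therefore cannot be told apart. Airway in the tissue is also open: the list of ciliated airway genes had a median of -0.10 over 5 tested genes, at low levels, and from -0.26 without sham replicate 1 to -0.02 without sham replicate 2 or sham replicate 3. No gene of this list rose by more than 0.03. The list was lower in fry (adjusted p = 0.0088) and did not pass in camera (adjusted p = 0.23). An effect of the banding itself on the epithelium was not tested.

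Clock genes, which the paper does not discuss, changed in opposite directions. Arntl rose (log2 fold change 2.91, standard error 0.088, adjusted p = 8.1e-08 from limma) and the other clock genes of its phase rose with it. The median was 1.30 over the 5 genes of this list, Arntl among them (5 of 5 higher). Of the 10 genes that peak with Dbp, all 10 fell, with a median of -1.69, including Dbp itself (-3.49), Nr1d1 (-2.46) and Per3 (-1.95). The list of Arntl had an adjusted p of 1.5e-05 and that of Dbp of 5.7e-13 (camera). The authors' scaling is argued against, since it would shift all genes alike, and the median of the genes that peak with Dbp was no closer to 0 than -1.66 under 3 other scalings. A different phase of the day-night clock in the 2 groups predicts the direction of each gene: of the 10 clock genes not looked at before the lists were written, 10 went as predicted. The values are consistent with a shift in clock phase, as a hypothesis found and tested on the same data. Whether the 2 groups were collected at different hours or whether the banding shifted the clock is open, since the hour of collection was not used here.

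MHC genes outside those discussed by the paper differed between the groups, with RT1-A3 at 17.2 ± 1.5 FPKM in the BPVB group and 3.23 ± 0.55 in the sham group (SD, n = 3 each; log2 fold change 2.26). Of the 14 class I genes of a list, 6 were higher and 6 were lower with an adjusted p under 0.05, among the latter RT1-CE3 (log2 fold change -1.62) and RT1-T24-4 (-0.94). Over the whole list of 18 genes, the median was 0.23 and the set did not pass the threshold in camera (adjusted p = 0.28), while it did in fry (adjusted p = 3.0e-04). Class II genes were higher too (RT1-Ba 3.82, RT1-Bb 2.73, RT1-Db1 1.98 and RT1-Da 1.32). Reads that only moved between near-identical copies would leave the sum over the class I genes equal. The sum was 574 ± 2.3 in the BPVB group and 516 ± 16 in the sham group (SD, n = 3 each), in fragments scaled by the library total. This log2 ratio of 0.15 argues against reads that moved between these genes as the whole cause. It does not decide on shared reads that the counting left out. Over 18 genes chosen by a class I description, the sum was 441 ± 3.2 in the BPVB group and 359 ± 12 in the sham group (log2 ratio 0.29). Over the 14 class I genes without RT1-CE16, the log2 ratio was -0.36. A different interferon response stays open. It was predicted to move a list of 10 interferon-stimulated genes as one, and the list was lower, with a median of -0.30 and 8 of 10 genes lower (adjusted p = 0.021). B2m, Tap1, Tap2 and Tapbp, which serve all class I genes, went the other way and were higher by 0.21 to 0.62, a comparison made after the list was seen. A different MHC haplotype in the 2 groups may also explain changes in both directions within one gene family. The test found 6 class I genes lower beside 6 higher, but this is the pattern that prompted the explanation, so it decides nothing. The rats were Sprague-Dawley, an outbred stock, and the litter of each rat was not used here, so haplotype, interferon response and an effect of the banding cannot be told apart.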

How the results depend on the processing

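limma-voom on the recovered fragments was chosen after seeing the data, and the other alternatives were set before the data were examined. The depth of the libraries limits the genes with few fragments: their fold change on log2(FPKM + 0.5) depends on the pseudocount.

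The number of DEGs, 496 (340 up-regulated and 156 down-regulated), was 325 with a pseudocount of 1 (98 down-regulated) and 901 with a pseudocount of 0.1 (611 up-regulated and 290 down-regulated). The pseudocount scales the fold change of genes with low expression, and 495 of the 496 DEGs were among the 901. Without a threshold on the fold change it was 4775 (2605 up-regulated and 2170 down-regulated). The larger side of this count changed with the scaling. It was 2362 up-regulated and 2454 down-regulated with the median of ratios, and 2354 and 2434 after quantile normalization. With TPM it was 2999 and 1888. With limma-voom the number of DEGs was 1122 (715 up-regulated and 407 down-regulated), which held 488 of the 496. The other filters on low expression, the other scalings and robust eBayes gave between 402 and 507 DEGs. The share of up-regulated DEGs was 68.5%, and 62.0% after quantile normalization. Across the 6 fits that each left out 1 library, there were from 497 to 532 DEGs, from 342 to 357 up-regulated and from 153 to 175 down-regulated.

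The ratio of intergroup to intragroup distance of 1.84 was 2.01 with a pseudocount of 1, 1.57 with a pseudocount of 0.1, 1.79 over all genes above 0 in any library and 2.19 over genes with a mean FPKM of at least 1. These settings change the weight of genes with low expression. It lay from 1.82 to 1.86 with each library left out.

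Of the 8 GO terms, 6 passed an adjusted p of 0.05. With the down-regulated DEGs alone it was 1, with a pseudocount of 1 it was 2 and after quantile normalization it was 3, and the cause was not tested. In the down-regulated DEGs alone, mitotic sister chromatid segregation, cell division, chromosome segregation and the centromeric region held 0 genes and were 0-fold enriched, since their DEGs were all up-regulated. From 5 to 8 terms passed with each library left out, and 8 passed without BPVB replicate 3. Over 160 values of the single terms under the alternatives, 127 were on the same side of the threshold, 17 were weaker, 12 stronger and 4 reversed.

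The enrichment scores of chromosome segregation (from 0.69 to 0.75 with each library left out) and of the external side of the plasma membrane (from 0.47 to 0.49) kept their direction and their side of the threshold under all alternatives run for them. Lyz2 did so too, with a log2 fold change from 1.83 with the median of ratios to 1.89 with TPM.

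The number of marker lists past the threshold in camera was 10, and lay from 9 to 10 with each library left out. It was 8 after quantile normalization and 15 in fry. The neutrophil list (median -1.20, adjusted p = 0.049) lost its call in 7 settings (adjusted p from 0.055 to 0.12), including the 3 fits that each left out a sham library. Over 469 values of the single lists, 454 were on the same side of the threshold, 8 were weaker and 7 stronger.

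Among 1607 values of single genes, 1548 were on the same side of the threshold, 44 were weaker, 7 stronger and 8 reversed. All reversed values belonged to changes near 0. Mtor (log2 fold change -0.01) was 0.02 with TPM and ranged from -0.05 to 0.05 with each library left out. Tagln (-0.06) and Myl9 (-0.04) were 0.02 after quantile normalization. Mcm2 (-0.05) ranged from -0.10 to 0.01 and Cd163 (-0.07) from -0.17 to 0.05 with each library left out. The cause was not tested.

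The replicate numbers are shared between the groups, so a fit with the replicate number as a block was also run. The correlations of the deviations of same-numbered libraries were 0.025, 0.014 and 0.015, so that the numbers do not pair the libraries. With the block, there were 497 DEGs, 340 up-regulated and 157 down-regulated, 6 GO terms and 10 marker lists passed the threshold, and Lyz2 had a log2 fold change of 1.85.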

Differences from the paper's values

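The paper's number of DEGs is 1124, with 714 up-regulated and 410 down-regulated, and 496 were found here, with 340 up-regulated and 156 down-regulated. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 901 DEGs (611 and 290), each within 1.5 times of the paper's number, and no other did. With limma-voom on the recovered fragments, chosen after seeing the values, there were 1122 DEGs (715 and 407).

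The paper's amount of data is 20.9 G, and its text does not say whether this is per library or in all, or in bases or bytes. The recovered fragments of the 6 libraries amount to 46.1 G if each is a pair of 150-base reads and to 23.0 G if each is a single read. None of the alternatives applies to this value.

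In Fig. 5D, read by eye, the −log10 p of chromosome segregation is about 9 and was 3.34 here. It was 7.15 with a pseudocount of 0.1, the one alternative set before the data were examined that came within 1.5 times, and 7.54 with limma-voom, chosen after seeing the values. For cell division the paper's value is about 8, read by eye in Fig. 5D, and 2.92 was found. None of the alternatives set before the data were examined closed the gap, and limma-voom, chosen after seeing the values, gave 6.38. For mitotic sister chromatid segregation the paper's value is about 8, read by eye in Fig. 5D, and 4.54 was found. The up-regulated DEGs alone (5.57) and a pseudocount of 0.1 (7.64) came within 1.5 times, as did limma-voom (6.93), chosen after seeing the values. For the extracellular matrix the paper's value is about 6.7, read by eye in Fig. 5D, and 2.58 was found. A pseudocount of 0.1 (4.86) came within 1.5 times, as did limma-voom (4.89), chosen after seeing the values.

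The log2 fold change of RT1-CE16 is about 8.8 in Fig. 5B, read by eye, and 7.60 was found. It was 8.70 with a pseudocount of 0.1, within its standard error of the paper's value, unlike with the other alternatives set before the data were examined, and 9.16 with limma-voom, chosen after seeing the values. The log2 fold change of Ifit1 is about -7.2 in Fig. 5B, read by eye, and -3.21 was found. None of the alternatives set before the data were examined closed the gap, and limma-voom, chosen after seeing the values, gave -7.84.

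The paper labels 20 genes as DEGs in Fig. 5B and Fig. 5C, of which 11 were not DEGs here: Syce1, Ptprh, Ildr1, LOC685849, Aoc1, Mmp3, Chat, Slc45a1, Tlx2, Stxbp5l and Celf6. A pseudocount of 0.1 called Syce1, Ildr1, Aoc1, Mmp3, Tlx2 and Celf6, quantile normalization and the fit without sham replicate 3 each called Tlx2, and the fit without BPVB replicate 3 called Syce1, Aoc1 and Mmp3. limma-voom, chosen after seeing the values, called all 11.

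The paper places proliferation and ECM terms among its top 30 GO terms. Here, over all terms together, the extracellular space ranked 1, the extracellular region 4 and the centromeric region of the chromosome 30. The ranks were 41 for mitotic sister chromatid segregation, 88 for chromosome segregation, 124 for cell division and 162 for the extracellular matrix. A pseudocount of 0.1 and limma-voom, the latter chosen after seeing the values, placed mitotic sister chromatid segregation and chromosome segregation among the top 30, the up-regulated DEGs alone placed the former there, limma-voom placed cell division there and the adjusted p alone placed the extracellular matrix there. The centromeric region left the top 30 with a pseudocount of 1 (rank 517), with the median of ratios (42), TPM (34) and quantile normalization (98), with the adjusted p alone (1416) and the down-regulated DEGs alone (1264), and without BPVB replicate 1 (77), sham replicate 1 (33), sham replicate 2 (75) or sham replicate 3 (32). The paper sets the terms out by GO category, which was not used here.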

Other observations

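The tests on the spread between libraries, on the nerve genes and on Lyz2 were chosen only after the result was seen. So was the value from which the test on cycling cells was read. The lists on DNA replication and mitosis were written after part of the proliferation list had been seen.

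Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many DEGs as BPVB against sham, and 1 of 10 gave as many GO terms and 1 of 10 as many marker lists. The other 9 splits gave 0 DEGs and 0 GO terms, with 270 to 332 genes at an unadjusted p under 0.05 beside 6359 in the real split, and at most 5 marker lists. With 10 splits, the share cannot go under 0.1, so grouping by chance is not excluded by this count. The deeper sequencing of the BPVB libraries is argued against as the cause of the number of DEGs: after the fragments were thinned to the smallest library total, limma-voom gave 1130 DEGs beside 1122 before. Gene length is argued against too. Removing each library's trend on gene length shifted the log2 fold change by a median of 0.0282 and left 496 DEGs, and the Spearman correlation of log2 fold change and length across genes, which are not independent replicates, was 0.032.

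The libraries of one group were close to each other. Over the 1772 genes with a mean of at least 3000 fragments, the median absolute log2 ratio was 0.041 between libraries of one group and 0.164 between groups. The variance was 4.58 times the mean in the sham group and 5.40 times in the BPVB group. Separate rats would also give a ratio above that of independent fragments, so this value alone decides nothing about the counting. A variation between rats of the same percentage at all counts would make the ratio grow with the fragments. In the BPVB group it was 5.46 at a median of 58 fragments and 5.15 at 1614. In the sham group it was 4.74 at 57 and 4.46 at 1594. In this range, these values argue against such a variation as the main source of the ratio. Fragments counted several times per molecule may raise the variance by a constant factor. The ratio at 3000 to 10000 fragments was 1.16 times that at 100 to 300 fragments in the BPVB group and 1.09 times in the sham group, but it rose above 10000 fragments. Beyond a constant ratio, a variation of 0.92% in the sham group and 1.34% in the BPVB group was left at 3000 to 10000 fragments. Whether the 3 libraries of a group came from single rats that were alike or from shared RNA cannot be told apart from 3 libraries, since a spread between single libraries does not show its source. A few genes varied more: of the genes with at least 3000 fragments, 8 of 1930 in the BPVB group and 3 of 1582 in the sham group had a variation above 10%. Hbb-bs, chosen after its values were seen, had 1762 fragments in BPVB replicate 2 beside 6639 and 7857 in the other BPVB libraries. Its log2 fold change of -0.81 (adjusted p = 0.19) became -0.17 without that library (adjusted p = 0.014), and the adjusted p ranged from 1.1e-04 to 0.39 over its alternatives.

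Mitotic genes rose more than DNA replication genes. A list of 15 further mitotic genes was higher in 15 of 15, with a median log2 fold change of 0.94 (camera, adjusted p = 6.7e-09) and Prc1 at 1.35. A larger share of cycling cells may be expected to raise both phases. In a list of 18 further DNA replication genes, 9 were higher and 9 lower, with an adjusted p under 0.05 for 2 of the former (Mcm7 and Slbp, chosen after their values were seen). The median of 0.00 over genes that went both ways decides nothing, so the test was read from the largest log2 fold change, 0.32 for Mcm7, once these values were known. It lies below the smallest of the mitotic list, 0.64. A rule chosen with the values known cannot decide whether the whole cycle rose, which stays open. The paper's EdU staining showed more proliferating myofibroblasts in the intima. For the genes of these lists only, the mitotic genes rose more than the DNA replication genes. Rrm2, which serves DNA synthesis and is not among the 18 genes, was an exception (1.18). A high level in the sham veins, such as that of Mcm7 (11.4 FPKM), could also hide a small rise. A change in the length of mitosis or a different mix of cycling cells was not tested.

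Lyz2 rose more than every other macrophage gene of the list. Its log2 fold change exceeded that of Cd68, the next gene, by 0.77 (standard error 0.13), and the median of the 13 other genes was 0.70. This difference is the pattern itself, so it decides nothing about a larger number of macrophages as the cause, which stays open. Alveolar type 2 cells may add lysozyme, since the lung epithelium list rose by a median of 2.53. The mean FPKM of Lyz2 rose by 429 and that of Sftpc by 353. How much of the rise comes from either cell type cannot be told apart in bulk RNA.

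The genes of a list of autonomic neurons, written without the genes labelled in Fig. 5B, were lower in the BPVB group, with 11 of 12 lower and a median log2 fold change of -0.84 (camera, adjusted p = 4.1e-06). Tubb3 (-2.17), Ret (-1.88) and Slc5a7 (-1.41) were among them. Nerve tissue of a different amount in the dissected veins may explain this. The Schwann cell list was lower (median -0.60, 6 of 8 lower, adjusted p = 0.0074), but S100b was higher (0.78), so the test does not decide. Ganglion cell bodies present in the sham tissue only are also open, as 11 of 12 genes fell but several kept fragments in the BPVB libraries. A loss of neurons after banding was not tested.

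Other lists fixed beforehand were set beside the paper's single-cell claims. The endothelial list was lower (median -0.15, 10 of 10 lower, adjusted p = 0.0029), with Pecam1 at -0.17. The neutrophil list was lower (median -1.20, 5 of 7 lower), with S100a8 at -1.45, S100a9 at -1.20 and Ngp at -1.74, but the adjusted p of the neutrophil list (0.049) was 0.060 without sham replicate 1, 0.071 without sham replicate 2 and 0.068 without sham replicate 3. The lists of T cells (median 0.02), B cells (-0.02) and NK cells (0.11, from -0.04 without BPVB replicate 3 to 0.42 without sham replicate 3) did not pass the threshold in camera or fry, although Cd4 was higher (0.72). With each library left out, the median of the T cell list ranged from -0.12 to 0.05. That of the B cell list ranged from -0.16 to 0.17. In the path named in the Discussion (median 0.29, camera adjusted p = 0.28, fry adjusted p = 0.0011), Mmp2 was higher (0.29, adjusted p = 4.1e-05), and Angpt1 was higher (0.32, adjusted p = 0.019) but its adjusted p was from 0.055 to 0.068 without BPVB replicate 1, sham replicate 1 or sham replicate 2. Tek was slightly lower (-0.13, adjusted p = 0.037), a call lost with TPM, after quantile normalization and in the 5 fits without 1 library other than that without sham replicate 3 (adjusted p from 0.056 to 0.12). Snai2 (0.22, adjusted p = 0.49) and Mmp9 (0.32, adjusted p = 0.16) did not pass. Fap had a log2 fold change of 0.21 (adjusted p = 0.035), a call lost with the median of ratios, with limma-voom and in the 5 fits without 1 library other than that without BPVB replicate 3 (adjusted p from 0.051 to 0.11). Slit2 was higher (1.25) and Ano2 lower (-0.88). The list on mTOR and cell growth had a median of 0.05 (camera, adjusted p = 0.42, fry, adjusted p = 0.044), with Mtor at -0.01 and Ddit4 at 0.59.

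The cardiomyocyte list was lower (median -0.32, 10 of 13 lower, adjusted p = 0.0074), with Myl7 at 8130 ± 74 FPKM in the sham group and 5410 ± 170 in the BPVB group (SD, n = 3 each). This list lost its call after quantile normalization (adjusted p = 0.21). The erythroid list was lower (median -0.37, 9 of 9 lower, adjusted p = 0.011), and its median was -0.17 without BPVB replicate 2, the library with few Hbb-bs fragments. The fat list had a median of 0.64 with 4 of 8 genes higher (camera, adjusted p = 0.19, fry, adjusted p = 4.7e-04). The Y-linked genes were present in all 6 libraries (Eif2s3y at 16.4 ± 1.3 and 14.3 ± 0.93 FPKM, SD, n = 3 each) and did not differ as a set (median 0.14, adjusted p = 0.42, and a median of 0.09 without sham replicate 3). Immediate-early genes were lower (median -1.05, 8 of 10 lower, adjusted p = 1.7e-06), with Fos at 59.2 ± 0.59 FPKM in the BPVB group and 196 ± 2.6 in the sham group (SD, n = 3 each).

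Apart from the terms discussed by the paper, the enriched GO terms of the DEGs included those on antimicrobial defence (18 of 58 genes, adjusted p = 8.9e-10), neutrophil chemotaxis (17 of 67 genes, adjusted p = 1.0e-07) and chemokine activity (12 of 32 genes, adjusted p = 2.4e-07). Among the down-regulated DEGs alone, they included neuron projection (18 of 410 genes) and circadian regulation of gene expression (8 of 63 genes), each with an adjusted p of 8.0e-04.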
